# Mef2C restrains microglial inflammatory response and is lost in brain ageing in an IFN-I-dependent manner

**DOI:** 10.1038/s41467-017-00769-0

**Published:** 2017-09-28

**Authors:** Aleksandra Deczkowska, Orit Matcovitch-Natan, Afroditi Tsitsou-Kampeli, Sefi Ben-Hamo, Raz Dvir-Szternfeld, Amit Spinrad, Oded Singer, Eyal David, Deborah R. Winter, Lucas K. Smith, Alexander Kertser, Kuti Baruch, Neta Rosenzweig, Anna Terem, Marco Prinz, Saul Villeda, Ami Citri, Ido Amit, Michal Schwartz

## Abstract

During ageing, microglia acquire a phenotype that may negatively affect brain function. Here we show that ageing microglial phenotype is largely imposed by interferon type I (IFN-I) chronically present in aged brain milieu. Overexpression of IFN-β in the CNS of adult wild-type mice, but not of mice lacking IFN-I receptor on their microglia, induces an ageing-like transcriptional microglial signature, and impairs cognitive performance. Furthermore, we demonstrate that age-related IFN-I milieu downregulates microglial myocyte-specific enhancer factor 2C (Mef2C). Immune challenge in mice lacking Mef2C in microglia results in an exaggerated microglial response and has an adverse effect on mice behaviour. Overall, our data indicate that the chronic presence of IFN-I in the brain microenvironment, which negatively affects cognitive function, is mediated via modulation of microglial activity. These findings may shed new light on other neurological conditions characterized by elevated IFN-I signalling in the brain.

## Abstract (web summary)

Microglia cells in the brain regulate immune responses, but in ageing can negatively affect brain function. Here the authors show that the chronic presence of type I interferon in aged mouse brain impedes cognitive ability by altering microglia transcriptome and limiting Mef2C, a microglia ‘off’ signal.

## Introduction

The activity of microglia, the highly specialized resident myeloid cells of the central nervous system (CNS), is essential for brain and spinal cord development, maintenance, protection and repair throughout life. Studies suggest that the microglial phenotype is distinct from that of other tissue-resident macrophages and is highly dependent on the unique, heterogeneous and dynamic microenvironment of the CNS^1–3^.

Throughout life, microglia routinely perform a range of homoeostatic activities critical for CNS maintenance: they shape neuronal circuitry and synaptic function, mediate removal of debris and apoptotic bodies, produce trophic factors that support neuronal activity, and serve as the immune sentinels of the CNS^4–7^. Since immune activities in the brain could be detrimental to the vulnerable neuronal tissue, microglial responses to immune stimuli are maintained under strict regulation^8^. Such immune-restraints, or 'off' signals, are mediated by direct interactions between microglia and neurons through the receptor-ligand pairs CX_3_CL1-CX_3_CR1 and CD200-CD200R, by the soluble milieu of the CNS, especially TGFβ, as well as by internal signalling regulators, such as the transcription factor MafB^1, 9–11^. Nevertheless, during ageing, microglia not only lose their supportive phenotype, but also acquire activities that might exacerbate ageing-related brain function decline; the understanding of why and how these changes in microglial phenotype occur is in its infancy.

Here we investigate the aged microglial phenotype, and find that it is largely determined by interferon type I (IFN-I), a factor chronically expressed by the choroid plexus during ageing^12^. Persistent induction of IFN-I signalling in adult mouse brain causes decreased cognitive performance. This effect is mediated by microglia, which in response to chronic IFN-I assume an ageing-like transcriptional phenotype. Furthermore, we find that Mef2C is negatively regulated by IFN-I, and functions as a microglial 'off' factor, conferring resilience to inflammatory conditions, which prevail in the aged brain.

## Results

### The microglial signature in ageing is imposed by IFN-I

Our first goal was to gain a non-biased insight as to how microglial cells are altered during ageing. To this end, we sorted CD11b^+^CD45^int^ microglia (Supplementary Fig. 1a, b) from whole brains of either young (3 months old) or aged (22 months old) wild-type C57Bl/6 J mice, and compared their transcriptional profile using RNA sequencing (RNA-Seq) (Fig. 1a, Supplementary Dataset 1). 

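Microglia of 3 aged mice (22 months old) and 3 young mice (3 months old) were sequenced from mRNA captured with oligo(dT). The authors aligned the reads to the mm9 build of the mouse genome with TopHat and kept a single read of those aligned to the same base with the same molecular identifier, a random tag that marks the copies of a molecule made by PCR. They then counted the reads on the 3′ untranslated regions with HOMER and scaled them to the same total of reads per sample, so the deposited values are a signal relative to the reads of each sample and not counts. The table lists 19762 genes. All values of a sample were whole multiples of a single step. The common total was taken as 10 M reads (M, mega-reads), which the methods do not state. With the step as 1 read, this gives 3.158, 3.272 and 3.783 M reads for the aged samples and 3.414, 3.43 and 3.08 M for the young samples. Between 55.74% and 58.48% of the reads fell on the listed genes. The paper states an average of 4 M aligned reads per sample over the whole study, and the deposited values use the reads implied by the step. The values were compared as log2(value + 10) with limma for the 6136 genes whose mean over the 6 samples was above 128, the noise level of the paper's methods. Adding 10 keeps weakly expressed genes from being ranked by single reads, and it understates their fold changes. A gene was called at an unadjusted two-sided p under 0.05, the threshold of the methods, and the calls at a Benjamini-Hochberg adjusted p under 0.05 were counted beside it. An exact permutation test of 3 samples against 3 cannot give a p below 0.1.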

We identified 674 genes that were differentially expressed in microglia between young and aged mice. 

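In this comparison 623 genes passed the unadjusted threshold, 347 of them higher and 276 lower in aged microglia, where 307 would pass by chance. Past the Benjamini-Hochberg adjusted threshold were 42 genes, 41 higher and 1 lower, and 17 (without aged sample 1) to 37 (without young sample 2) passed it in the fits that each left out a sample. In 979 genes, 15.96% of those tested, the aged samples lay all above or all below the young ones, against 10% by chance. The filter on the mean moved the count most, since 1132 genes passed the unadjusted threshold without it. *Spp1* (NM_001204201; chromosome 5, 104864137 to 104870069 in mm9) rose from 34.0 ± 7.57 (SD, n = 3) in young to 579 ± 71.1 (SD, n = 3) in aged microglia, a log2 fold change of 3.75 (SE 0.18, limma adjusted p = 1.83e-05). *Ch25h* (NM_009890; chromosome 19, 34548276 to 34549625) rose from 24.2 ± 3.33 (SD, n = 3) to values between 201 and 307, a log2 fold change of 2.94 (SE 0.19, limma adjusted p = 1.18e-04). *Ngp* (NM_008694; chromosome 9, 110322254 to 110325514) had the largest rise, a log2 fold change of 5.40 (SE 0.81, limma adjusted p = 0.016), but its values in the aged samples spread from 151 to 2240. The summed values of 7 other genes of neutrophils, blood cells that express *Ngp*, were 541 ± 369 in the aged and 19.0 ± 9.05 in the young samples (SD, n = 3 each). The gene past the adjusted threshold that was lower in aged microglia was *Hist1h2be*, at 129 ± 5.86 against 242 ± 25.4 (SD, n = 3 each; log2 fold change −0.85, limma adjusted p = 0.047), a histone gene whose copies share sequence.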

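Among the genes labelled in Fig. 1a, *Ifi204* (NM_008329; chromosome 1, 175677424 to 175697050 in mm9) rose from 173 ± 18.5 to 576 ± 133 (SD, n = 3 each), a log2 fold change of 1.66 (SE 0.20, limma adjusted p = 0.0064). *Axl* (log2 fold change 1.56), *Apoe* (1.39) and *Ifi203* (2.10) also passed the adjusted threshold, with limma adjusted p = 0.021, 0.0094 and 0.038. *Ifi203* and *Ifi204* belong to a family of genes with similar sequence, so reads could have been assigned to either. *Oas2* (log2 fold change 1.94), *Parp9* (0.67) and *Gp9* (−0.69), also labelled there, passed the unadjusted threshold and not the adjusted one, with limma adjusted p = 0.088, 0.124 and 0.168. *Cx3cr1* was 19348 ± 748 in aged and 23926 ± 2558 in young microglia (SD, n = 3 each). Its log2 fold change of −0.30 (SE 0.16) did not pass, with an unadjusted p = 0.084 from limma. *Ifit1* was below the filter on the mean and was not tested by limma. Its values in the aged samples, 160 ± 30.8, all lay above those in the young samples, 60.9 ± 19.9 (SD, n = 3 each; exact permutation test, p = 0.1, the smallest this design allows).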

Gene Ontology (GO) enrichment analysis of genes upregulated in microglia of aged animals indicated “immune system process” and specifically, “response to virus” among the most significantly enriched terms (Supplementary Fig. 2a–c). Since many of these genes were annotated to interferon signalling, related to anti-viral responses, we systematically searched for IFN pathways using Interferome 2.01 (http://www.interferome.org/interferome/search/showSearch.jspx) and found that 63% (224 out of 356) of the genes significantly upregulated in ageing are part of the IFN-I signalling response (Fig. 1b).

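The Interferome database was not used here. In its place, a list of 48 genes induced by IFN-I, written down before the data were examined, was followed in each experiment. In the comparison of aged with young microglia 33 of its genes passed the filter on the mean. Of these, 32 were higher and 1 was lower in aged microglia, with log2 fold changes from −0.03 to 2.10 and a median of 0.58. Of the 33 genes, 21 passed limma's unadjusted threshold. With the p adjusted over the list alone 18 passed, and 3 passed with the p adjusted over all genes tested. Averaged over the samples, the median log2 value of the list was 8.97 ± 0.15 (SD, n = 3) in aged and 7.91 ± 0.47 (SD, n = 3) in young microglia. The set test camera, with the correlation between the genes estimated at 0.28, gave p = 0.029 for the list, and 0.046 after Benjamini-Hochberg adjustment over the 10 comparisons tested. The set test fry gave an unadjusted p = 0.012, and camera with a preset correlation of 0.01 gave an unadjusted p = 7.83e-20. The median kept its sign in the fits that each left out one of the 6 samples (0.47 to 0.62), while camera's unadjusted p rose to between 0.062 and 0.071 without aged sample 1, aged sample 3 or young sample 1. The paper reasons from the anti-viral terms among the genes higher in ageing to interferon signalling, and from their annotation to a response to IFN-I (Fig. 1b).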

**Fig. 1:**
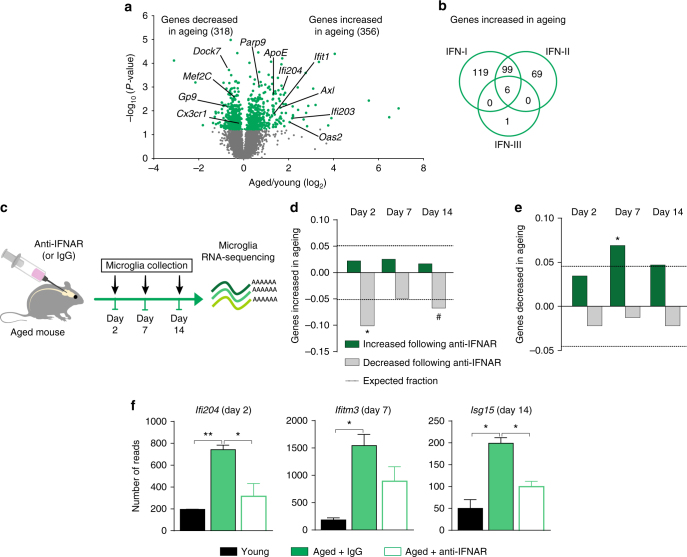
IFN-I in ageing brain microenvironment induces ageing microglial phenotype. **a** Volcano plot showing the fold change and significance of genes between microglia of young (3 months old) and aged (22 months old) mice (*n* = 3, *P* < 0.05; unpaired t test). **b** Venn diagram illustrating dependence of genes significantly upregulated in aged microglia on IFN-I, -II and -III, based on the Interferome 2.01 database. **c** Schematic presentation of the IFN-I receptor (IFNAR) blockade experiment in aged mice. **d**, **e** Fraction of differentially expressed genes at each time-point following IFNAR blockade, that showed either an increase (**d**) (*P = 3.2E-12, ^#^ *P* = 2.6E−05) or a decrease (**e**) (*P = 0.0001, hypergeometric distribution) in aged microglia (relative to young). *Dashed line* indicates the expected distribution of genes. **f** mRNA expression levels of *Ifi204*, *ifitm3* and *Isg15* in microglia of young and aged anti-IFNAR or IgG-treated mice. **P < 0.01, *P < 0.05; one-way ANOVA with Newmann–Kleus post hoc test, *n* = 3 per group, the results are representative of two independent experiments

It was previously shown that in ageing, IFN-β is chronically produced by the choroid plexus, a monolayer of epithelial cells at the blood-cerebrospinal fluid barrier^12, 13^. We therefore hypothesized that ageing microglial phenotype might be imposed by the IFN-I released from the aged choroid plexus to the cerebrospinal fluid (CSF). To test this hypothesis, we administered neutralizing antibodies directed against the IFN-I receptor (anti-IFNAR) or isotype control antibodies (IgG) to the CSF of aged mice. 

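The blockade experiment holds 15 samples in 7 groups. Aged mice (22 months old) received 10 μg of antibody. At day 2 there were 3 samples with anti-IFNAR and 2 with IgG, at day 7 and at day 14 there were 2 with each, and 2 samples came from young mice (3 months old). The values were made by the authors as for the comparison of aged with young mice and are scaled in the same way. The depth implied by the step between values ranged from 0.43 to 3.354 M reads per sample, with a median of 2.281 M. The shallowest sample, anti-IFNAR number 1 of day 2, had 0.43 M reads and values above 0 for 7614 genes. The other samples with anti-IFNAR at day 2 had 1.319 and 1.254 M reads, and those with IgG 1.608 and 0.913 M. At day 7 the samples had between 1.761 and 2.33 M reads, at day 14 between 2.514 and 3.269 M, and the young samples had 2.72 and 3.354 M. One limma fit over all 7 groups, which share its estimate of the spread, gave the difference between anti-IFNAR and IgG at each day for 5920 genes with a mean above 128. An exact permutation test of 2 samples against 2 cannot give a p below 0.333, and one of 3 against 2 cannot go below 0.1, so no gene was called from such tests.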

Whole-brain microglia were sorted 2, 7 or 14 days following the antibody administration, and their gene expression profile was analysed (Fig. 1c). We found that IFNAR blockade resulted in changes in global gene expression that were inversely related to those found in the ageing phenotype at all three time-points (Fig. 1d–f, Supplementary Fig. 3a–c, Supplementary Dataset 2).

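At day 2 after the antibody, 762 genes passed limma's unadjusted threshold, 269 higher and 493 lower with anti-IFNAR than with IgG, where 296 would pass by chance. Past the adjusted threshold were 8 genes, 3 higher and 5 lower. In the 3 fits that each left out an anti-IFNAR sample of day 2, the adjusted threshold was passed by 8 to 48 genes (48 without sample 3). At the unadjusted threshold, 417 genes were higher and 500 lower without sample 1, and 302 higher and 813 lower without sample 3. The number of genes changed after IFNAR blockade, day 2, at the unadjusted threshold was 1555 without the filter on the mean, 283 with the t-test on log2 values and 228 with the groups of day 2 fitted alone. At day 7, 577 genes passed the unadjusted threshold, 401 of them higher, and none passed the adjusted one. After rescaling by median-ratio size factors, the split at day 7 was 327 higher and 243 lower. At day 14, 95 genes passed the unadjusted threshold, fewer than the 296 expected by chance, with 33 higher and 62 lower, and 2 passed the adjusted one. With the groups of day 14 fitted alone, 464 genes passed. Genes moved in opposite directions by ageing and blockade were counted among the 5585 genes tested in both tables, with a hypergeometric test, as in the paper's methods, on the genes past limma's unadjusted threshold. It was one-sided (Fisher's exact test), a choice the methods do not state. Of the 323 genes higher in ageing, 57 were lower with anti-IFNAR at day 2 against 23.5 expected (ratio 2.42, exact p = 1.14e-10). At day 7 the number was 25 against 8.502 expected (ratio 2.94, exact p = 7.93e-07), and at day 14 it was 14 against 2.49 expected (ratio 5.63, exact p = 6.01e-08). Of the 226 genes lower in ageing, 25 were higher with anti-IFNAR at day 2 against 10.4 expected (ratio 2.40, exact p = 3.36e-05), 33 at day 7 against 16.0 expected (ratio 2.06, exact p = 4.47e-05) and 5 at day 14 against 1.21 expected (ratio 4.12, exact p = 0.0065). Without aged sample 3 the ratio of 2.06 at day 7 was 1.06, and without aged sample 1 the ratio of 2.40 at day 2 was 1.48. Genes moved in the same direction did not pass, with ratios from 0.17 to 1.15. All 6 opposite overlaps passed after Benjamini-Hochberg adjustment over the 16 overlaps computed, the largest adjusted p being 0.015. The hypergeometric test takes genes as independent. With camera, which does not, the genes higher in ageing had a median log2 fold change of −0.30 at day 2, −0.10 at day 7 and −0.13 at day 14, where the unadjusted p was 0.138, 0.236 and 0.036. The genes lower in ageing had medians of 0.02, 0.30 and 0.08, where it was 0.250, 0.090 and 0.311. None passed after adjustment over the 8 such tests of ageing genes, the smallest camera adjusted p being 0.251. From the overlap of genes moved in opposite directions (Fig. 1d, e), the paper concludes that blockade acted inversely to ageing at each of the 3 time-points.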

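Of the list of IFN-I genes, 41 passed the filter in the blockade experiment. At day 2 all 41 were lower with anti-IFNAR than with IgG, with a median log2 fold change of −1.06 (camera unadjusted p = 0.032, adjusted p = 0.046, fry unadjusted p = 0.0029). With the p adjusted over the list alone 16 passed, and none did over all genes tested, where 23 passed the unadjusted threshold. In the 3 fits that each left out an anti-IFNAR sample of day 2, camera's unadjusted p was between 0.056 and 0.095. At day 7 the median was −0.11 (camera adjusted p = 0.494), and it moved to −0.62 without IgG sample 1 and to 0.31 without IgG sample 2. At day 14 it was −0.34, with 31 of the 41 genes lower (camera adjusted p = 0.181). The difference of the median between day 2 and day 7 (−0.72, camera adjusted p = 0.209) and between day 2 and day 14 (−0.67, camera adjusted p = 0.209) did not pass. Aged mice given IgG, all days together, had a median of 1.15 relative to young mice, with all 41 genes higher (camera adjusted p = 0.021). The paper describes these young mice as untreated, so this difference holds the injection of IgG as well as age. Of the genes in Fig. 1f, *Ifi204* at day 2 was 315 ± 203.5 (SD, n = 3) with anti-IFNAR, 742 ± 58.4 (SD, n = 2) with IgG and 196 ± 1.36 (SD, n = 2) in young mice. Its log2 fold change by anti-IFNAR was −1.49 (SE 0.56, limma unadjusted p = 0.023, adjusted p = 0.320), and −0.80 without the shallowest sample. *Ifitm3* (NM_025378; chromosome 7, 148195485 to 148196669 in mm9) at day 7 was 890 ± 379 with anti-IFNAR, 1543 ± 289 with IgG and 184 ± 52.0 in young mice (SD, n = 2 each). Its log2 fold change was −0.84 (SE 0.35, limma unadjusted p = 0.035, adjusted p = 0.455), and −0.40 without anti-IFNAR sample 1 and −1.28 without anti-IFNAR sample 2. *Isg15* (NM_015783; chromosome 4, 155573533 to 155574927) at day 14 was 99.6 ± 17.2 with anti-IFNAR, 199 ± 17.7 with IgG and 49.8 ± 28.3 in young mice (SD, n = 2 each), and its log2 fold change of −0.94 (SE 0.61, limma unadjusted p = 0.151, adjusted p = 1.00) did not pass.

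**Figure D1:**
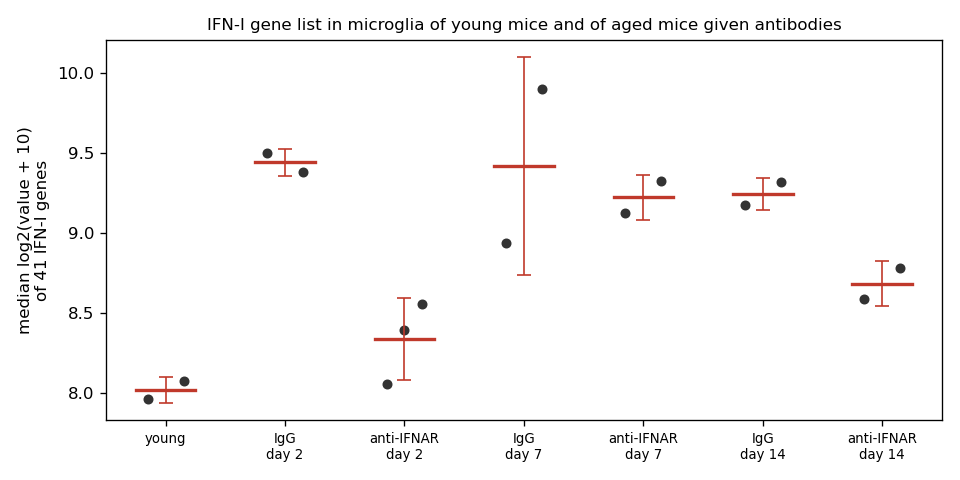
Median log2(value + 10) of 41 IFN-I genes in each sample (points) of young mice and of aged mice 2, 7 or 14 days after IgG or anti-IFNAR. Red lines are group means and bars are SD. At day 2 the 3 samples with anti-IFNAR lie between 8.05 and 8.56 and those with IgG between 9.38 and 9.50.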

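Past the adjusted threshold at day 2, *Dusp16* (NM_130447; chromosome 6, 134665488 to 134742643 in mm9) was 230 ± 34.0 (SD, n = 3) with anti-IFNAR and 34.3 ± 13.4 (SD, n = 2) with IgG, a log2 fold change of 2.46 (SE 0.35, limma adjusted p = 0.021). *Sema4b* and *Pgrmc1* were also higher, with log2 fold changes of 1.79 and 1.44 (limma adjusted p = 0.045 and 0.021). *Slpi* fell from 204.4 ± 51.7 (SD, n = 2) to 2.66 ± 4.60 (SD, n = 3), where 2 of the 3 values were 0, and *Arfgap3* and *Dnaaf1* were lower by log2 fold changes of −2.64 and −2.17 (limma adjusted p = 0.0054 for both). At day 7 no gene passed the adjusted threshold, and *Pxdc1*, *Nfia* and *Dagla* had the smallest p among genes whose groups did not overlap, with log2 fold changes of 2.13, 1.91 and 1.81 (limma adjusted p = 0.062, 0.062 and 0.094). Summed values of oligodendrocyte genes at day 7 were 2021 to 12684 with anti-IFNAR and 1461 to 1665 with IgG (n = 2 each). Those of astrocytes were 1469 to 6172 and 845 to 1089, and of neurons 513 to 2708 and 262 to 306. Sums of B cell genes were also higher without overlap, and those of T or NK cells, border-associated macrophages and eosinophils lower. The genes called at day 7 were not separated from these differences. At day 14 *Epx* (chromosome 11, 87677502 to 87689038) was 607 ± 266 with anti-IFNAR and 4.77 ± 1.91 with IgG, and *Prg2* (chromosome 2, 84820618 to 84823789) was 1032 ± 329 and 15.8 ± 7.90 (SD, n = 2 each). Their log2 fold changes were 5.32 and 5.33 (limma adjusted p = 0.0019 for both). Both genes are expressed by eosinophils, and the summed values of 6 other genes of these cells were 101.6 ± 14.4 with anti-IFNAR and 13.3 ± 10.2 with IgG (SD, n = 2 each). *Fcgr4* fell by 1.42 on the log2 scale (limma adjusted p = 0.240).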

### Chronic IFN-β induces an ageing microglial phenotype

To isolate the effect of IFN-β on microglia, relative to other ageing-associated factors, we established an in vivo system for long-term overexpression of IFN-β at the choroid plexus in young mice. To this end, we created an adeno-associated virus (AAV1) carrying murine *Ifnb* and *eGFP* (AAV-IFNβ), while the same vector without the *Ifnb* insert was used as a control (AAV-CTRL). In vitro analysis revealed that infection with AAV-IFNβ, but not with AAV-CTRL, led to the production of biologically active murine IFN-β cytokine (Supplementary Fig. 4a). To validate the spatial specificity of this approach in vivo, we infected the choroid plexi of young mice by intracerebroventricular injection of AAV-IFN-β or AAV-CTRL (Fig. 2a). Immunostaining and RT–qPCR analysis of *GFP* expression in the AAV-infected brains indicated that both viruses infected the choroid plexus but not the brain parenchyma (Fig. 2b, Supplementary Fig. 4b, c), in accordance with previous reports^14, 15^. Further, RT-qPCR analyses of IFN-I-dependent genes in the CP, hippocampus and spleen of AAV-infected mice, confirmed that response to IFN-β in this model was confined to the choroid plexus (Supplementary Fig. 4d–f) and remained present at this site up to 7 months after infection (Supplementary Fig. 4g, h).

**Fig. 2:**
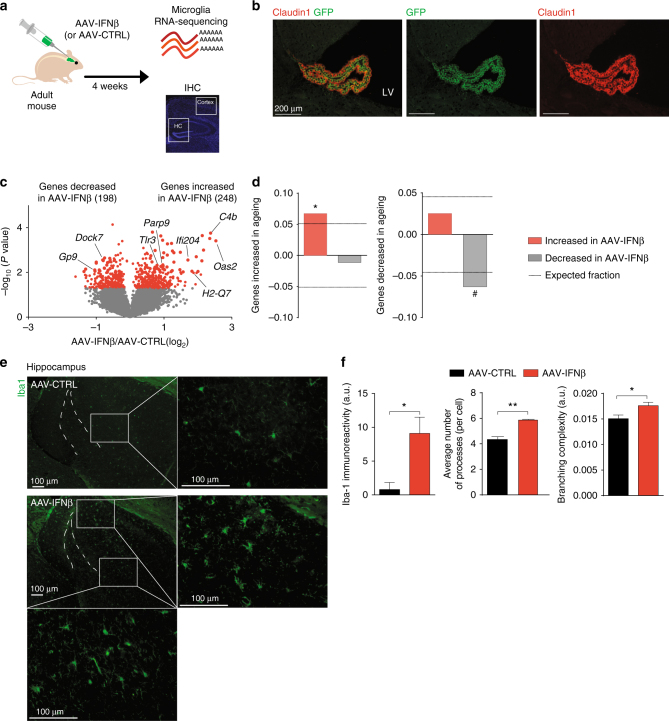
Microglia of adult mice express an ageing-like phenotype following chronic exposure to IFN-β. **a** Schematic presentation of the experimental design for testing the effect of IFN-I overexpression on microglia. **b** Representative image of the choroid plexus in the lateral ventricle (LV; contralateral to the intracerebroventricular administration site), expressing GFP following AAV-mediated infection (GFP in *green*, Claudin-1 marking epithelial tight junctions in *red*, nuclear Hoechst staining in *blue*). **c** Volcano plot showing the fold change and significance of gene expression values between microglia from IFN-I-overexpressing (AAV-IFNβ) and control (AAV-CTRL) adult mice (*P* < 0.05; unpaired *t*-test, *n* = 2–3 per group). **d** Fraction of differentially expressed genes from the microglia of IFN-I-overexpressing mice that were increased (*left*) or decreased (*right*) in aged mice (relative to young). *Dashed line* indicates the expected distribution of genes. Significance of enrichment or depletion *P = 0.0008, ^#^ *P* = 0.0011; hypergeometric test. **e** Representative micrographs of Iba-1 staining in microglia in the hippocampus of mice infected with AAV-IFNβ or AAV-CTRL. **f** Quantification of Iba-1 staining intensity and analysis of microglial morphology reveals IFN-I-induced microgliosis in the hippocampus. **P < 0.01, *P < 0.05; unpaired *t*-test, *n* = 5 per group, the results are representative of two independent experiments

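Microglia of 3 mice infected with AAV-IFNβ and 2 infected with AAV-CTRL, all 3 months old, were sequenced. The paper places the collection 4 weeks after infection (Fig. 2a), and the labels of the samples give 14 days. The deposited values were made by the authors like those of the ageing experiment but normalised in a table of their own, so values were compared within this table. The implied depth was 2.063, 2.015 and 2.44 M reads for the AAV-IFNβ samples and 1.889 and 1.185 M for the AAV-CTRL samples, with between 54.97% and 58.66% of the reads on listed genes. The limma fit covered 5977 genes with a mean above 128 over the 5 samples. The design of 3 samples against 2 cannot give an exact permutation p below 0.1.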

To determine whether the mere continuous presence of IFN-β in the CNS in young animals could be sufficient to induce an “ageing” microglial phenotype, we isolated whole-brain microglia from mice overexpressing IFN-β and controls, and analysed their transcriptional signature using RNA-Seq (Fig. 2c, Supplementary Dataset 3). 

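AAV-IFNβ changed 544 genes at limma's unadjusted threshold, 367 higher and 177 lower than with AAV-CTRL, where 299 would pass by chance. Past the adjusted threshold were 7 genes, all higher, and in the 3 fits that each left out an AAV-IFNβ sample no gene passed it. The unadjusted count lay between 386 and 485 in those fits, and without the filter on the mean it was 872. Among the 5632 genes tested in both tables, 296 were higher in aged than in young microglia, and 62 of them were higher with AAV-IFNβ against 16.7 expected (ratio 3.71, one-sided Fisher's exact test, p = 8.39e-21). Of the 239 genes lower in aged microglia, 11 were lower with AAV-IFNβ against 6.92 expected (ratio 1.59, exact p = 0.085). This second overlap passed the threshold under other settings, for example with a ratio of 2.32 (exact p = 1.61e-04) without the filter on the mean and of 1.83 (exact p = 0.020) with 50 added before taking logarithms. Overlaps of opposite direction held 6 genes against 8.57 expected and 10 against 13.5 expected. With camera, which does not take genes as independent, the genes higher in aged microglia had a median log2 fold change of 0.17 with AAV-IFNβ (camera adjusted p = 0.251, and an unadjusted p = 0.047 with fry). The genes lower in aged microglia had a median of 0.01 (camera adjusted p = 0.534).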

Globally, we found a significant overlap between genes with increased expression in microglia isolated from AAV-IFNβ-infected mice and those elevated in microglia from aged mice, and between the genes with decreased expression in microglia of AAV-IFNβ and in aged animals (Fig. 2d). Moreover, the fold induction of IFN-I-dependent gene expression in microglia in AAV-IFNβ mice (relative to AAV-CTRL) and in ageing (relative to young animals) were comparable (Supplementary Fig. 4i, Supplementary Datasets 1 and 3), indicating that the AAV-mediated IFNβ overexpression model is suitable to further study the interactions between IFN-I signalling, microglia and brain function.

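In the AAV experiment 41 genes of the IFN-I list passed the filter on the mean, and 40 of them were higher with AAV-IFNβ than with AAV-CTRL. Their median log2 fold change was 0.96, with a range from −0.29 to 2.50 (camera adjusted p = 0.015, fry unadjusted p = 0.0014). With the p adjusted over the list alone 32 passed, and 4 passed over all genes tested. The median was above that of the list in ageing, and the difference between the 2 experiments was not tested. For *Ifi204*, which rose from 511 ± 55.2 (SD, n = 2) to 1677 ± 252 (SD, n = 3), the log2 fold change of 1.69 (SE 0.23) differed from that in ageing by less than either standard error. The same held for *H2-Q7* (log2 fold change 1.79, SE 0.27), a gene of a family whose members share sequence. *Oas2* (NM_145227; chromosome 5, 121180342 to 121199862 in mm9) rose from 434 ± 66.8 (SD, n = 2) to 2497 ± 191 (SD, n = 3), a log2 fold change of 2.50 (SE 0.22, limma adjusted p = 0.0071). The largest rises past the adjusted threshold were those of *Oas2*, of *Zbp1* (log2 fold change 2.21, limma adjusted p = 0.011) and of *C4b*, which rose from 40.7 ± 9.82 (SD, n = 2) to 333 ± 31.0 (SD, n = 3; log2 fold change 2.77, SE 0.23, limma adjusted p = 0.0071). *C4b* lies at 34865325 to 34880827 on chromosome 17 beside the near-identical *C4a*, so the assignment of its reads is uncertain. Among further genes labelled in Fig. 2c, *Parp9* (0.95) and *Tlr3* (0.86) were higher and *Gp9* (−1.02) was lower with AAV-IFNβ in log2 fold change, at unadjusted p between 0.0019 and 0.0045 from limma, and none of these 3 passed the adjusted threshold. *B2m* was 22419 ± 1499 (SD, n = 3) with AAV-IFNβ and 15900 ± 2253 (SD, n = 2) with AAV-CTRL, a log2 fold change of 0.50 (SE 0.22). From the comparable fold inductions, the paper reasons that AAV-mediated overexpression is a suitable model to study IFN-I signalling, microglia and brain function further.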

Analysis of microgliosis in the infected mice revealed a spatially diverse effect of IFN-I. Hippocampal microglia, located physically closer to the source of IFN-I in AAV-IFNβ mice showed markedly increased Iba1 immunofluorescence and a 'primed' microglial morphology (Fig. 2e, f, Supplementary Fig. 5a–c), also observed in aged hippocampi^16^ (Supplementary Fig. 5d, e), whereas cortical microglia did not show an activated phenotype in AAV-IFNβ mice (Supplementary Fig. 5f–h **)**.

### IFN-I impairs brain function in a microglia-dependent manner

To directly test the impact of chronically increased IFN-I expression at the CP of young and middle-aged mice on the brain function, we administered AAV-IFNβ and AAV-CTRL viruses to wild-type mice and 4 weeks later we evaluated their hippocampus-dependent spatial learning and memory abilities, using the Radial Arm Water Maze (RAWM) and Novel Location Recognition (NLR) tests, and quantified synaptic puncta in their hippocampi (Fig. 3a). Interestingly, IFN-β overexpression had no effect on cognitive performance of young mice in either task (Supplementary Fig. 6a–e). However, middle-aged mice infected with AAV-IFNβ virus failed to identify novel location in the NLR test (Fig. 3b), committed more errors and took a significantly longer time to locate the target platform in the RAWM task, relative to mice infected with AAV-CTRL (Fig. 3c, d). No differences in locomotive abilities between the age-matched groups were detected (Supplementary Fig. 6f, g). Further, we evaluated the number of presynaptic puncta in the CA3 and CA1 regions of the hippocampus, a measure strongly associated with performance in cognitive tasks, and decreased in ageing^17, 18^. We quantified VgluT2 and synaptophysin staining in CA3 and CA1 and found that numbers of synaptic puncta labelled by these molecules were decreased in the brains of IFN-β-overexpressing middle-aged mice (Fig. 3e–h).

**Fig. 3:**
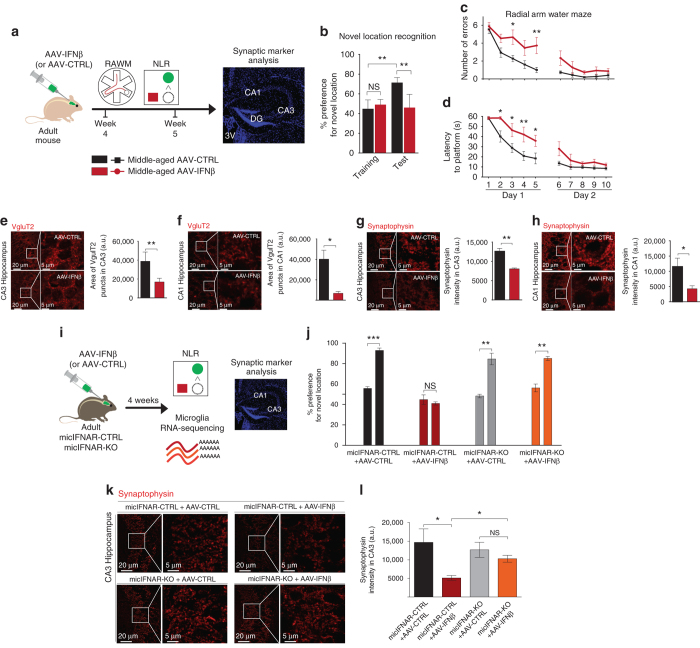
IFN-β in the brain negatively affects learning abilities in microglia-dependent manner. **a** Schematic presentation of the experimental design for testing the effect of IFN-I on cognitive ability **b** Performance of middle-aged AAV-infected mice in Novel Location Recognition task for assessment of hippocampal memory (one-way ANOVA with Newman–Keuls post hoc test; *n* = 5 per group). **c** Number of errors, and **d** latency to hidden platform in RAWM (two-way repeated-measures ANOVA with Bonferroni post-hoc test; *n* = 5 per group). **e**, **f** Representative micrographs and quantification of the presynaptic marker, VgluT2^+^ puncta (*red*) in CA3 (**e**) and CA1 (**f**) of AAV-infected mice. **g**, **h** Representative micrographs and quantification of staining intensity of a presynaptic marker, Synaptophysin (*red*) in CA3 (**g**) and CA1 (**h**) of AAV-infected mice (unpaired *t*-test, *n* = 5 per group). **i** Schematic presentation of the experimental design for testing the involvement of microglia in IFN-I-dependent cognitive loss. **j** Performance of middle-aged AAV-infected mice mic-IFNAR-CTRL and mic-IFNAR-KO in NLR (paired *t*-test; *n* = 4–5 per group). **k**, **l** Representative micrographs (**k**) and quantification (**l**) of staining intensity of a presynaptic marker, Synaptophysin (*red*) in CA3 of AAV-infected mic-IFNAR-CTRL and mic-IFNAR-KO mice (one-way ANOVA with Newmann–Kleus post hoc test; *n* = 4 per group). In all panels *P < 0.05; **P < 0.01, the results are representative of two independent experiments

To test whether the negative effect of IFN-I on the brain function is mediated by microglia, we created a mouse model of tamoxifen-inducible deletion of IFNAR in microglia, mic-IFNAR-KO (IFNAR^flox/flox^Cx3cr1^ERT2-Cre−/+^) mice. mic-IFNAR-CTRL (IFNAR^flox/flox^Cx3cr1^ERT2-Cre−/−^) littermates with normal IFNAR expression served as controls. We infected mic-IFNAR-KO and mic-IFNAR-CTRL mice with AAV-IFN-β or AAV-CTRL viruses (Fig. 3i). 

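Microglia of 22 mice, 10 months old by their labels, were sequenced: 3 mic-IFNAR-CTRL mice with AAV-CTRL, 5 mic-IFNAR-CTRL mice with AAV-IFNβ, and 7 mic-IFNAR-KO mice with each virus. The paper gives 4 weeks between infection and analysis (Fig. 3i), and the labels give 14 days. In each of the mic-IFNAR-CTRL groups, a single mouse carries the strain label of the wild-type mice of the other experiments. It was placed in its group by its title, its source name and the group sizes. The columns of the deposited table name the group and a running number, so samples were assigned to groups and not to single mice. Which columns hold these mice is therefore not known, and a genotype other than mic-IFNAR-CTRL was not excluded for them. The table lists 24421 genes as a signal that the authors scaled to the same total of reads per sample. All values were whole multiples of a step, 100.0% of them in every sample, which implies between 1.164 and 1.659 M reads (median 1.609 M) for mic-IFNAR-CTRL with AAV-CTRL and between 1.284 and 1.826 M (median 1.442 M) with AAV-IFNβ. For mic-IFNAR-KO the range was 0.969 to 1.976 M (median 1.391 M) with AAV-CTRL and 1.241 to 2.036 M (median 1.576 M) with AAV-IFNβ. One limma fit over the 4 groups was made for 6915 genes with a mean above 128, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. The whole reads recovered from the steps were also tested with edgeR's quasi-likelihood test as an alternative. The targeted gene *Ifnar1* (NM_010508; chromosome 16, 91485483 to 91507686 in mm9) had values of 646, 988 and 585 in mic-IFNAR-CTRL with AAV-CTRL and of 651, 537, 690, 691 and 534 with AAV-IFNβ. In mic-IFNAR-KO they were 967, 660, 755, 731, 660, 759 and 729 with AAV-CTRL and 927, 862, 709, 660, 909, 771 and 710 with AAV-IFNβ. The log2 fold change of *Ifnar1* between the genotypes with AAV-CTRL was 0.05 (SE 0.17, limma adjusted p = 1.00). According to the paper's methods, a loxP-flanked exon is removed in these mice. The reads were counted on the 3′ untranslated region, where they can remain, so these values do not test the deletion.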

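In mic-IFNAR-CTRL microglia, 34 genes differed between AAV-IFNβ and AAV-CTRL at limma's adjusted threshold, 28 higher and 6 lower. In mic-IFNAR-KO microglia 5 genes did, all higher. The number for mic-IFNAR-CTRL depended on single samples and on the test. It was 0 without AAV-CTRL sample 1, where 384 genes passed the unadjusted threshold, and 50 without AAV-IFNβ sample 5, and edgeR called 99 genes on the recovered reads, against 8 in mic-IFNAR-KO. The difference of the AAV-IFNβ effect between the genotypes was tested as an interaction, and 9 genes passed the adjusted threshold. Of the IFN-I list, 44 genes passed the filter on the mean. In mic-IFNAR-CTRL all 44 were higher with AAV-IFNβ, with a median log2 fold change of 1.39 (camera adjusted p = 4.68e-04, fry unadjusted p = 1.11e-04). With the p adjusted over the list alone 43 passed, and 12 passed over all genes tested. In mic-IFNAR-KO 16 were higher and 28 lower, with a median of −0.18 (camera adjusted p = 0.458), and none passed over the list alone or over all genes, where 3 passed the unadjusted threshold. The median difference between the genotypes was −1.41, with all 44 genes responding less in mic-IFNAR-KO (camera adjusted p = 5.74e-04, fry unadjusted p = 4.55e-04). Rescaling by median-ratio size factors shifted all genes by −0.11 in this comparison and gave a median of −1.52 for the list. *Irf7* (NM_016850; chromosome 7, 148448605 to 148452380 in mm9) was 2289 ± 896 (SD, n = 5) with AAV-IFNβ and 564 ± 264 (SD, n = 3) with AAV-CTRL in mic-IFNAR-CTRL, and 82.8 ± 37.9 and 135 ± 120 (SD, n = 7 each) in mic-IFNAR-KO. *Isg15* was 1611 ± 680 (SD, n = 5) and 450 ± 120 (SD, n = 3) in mic-IFNAR-CTRL, a log2 fold change of 1.76 (SE 0.39, limma adjusted p = 0.029), and 58.7 ± 15.4 and 84.0 ± 54.7 (SD, n = 7 each) in mic-IFNAR-KO. The largest changes of mic-IFNAR-CTRL were rises of *Ifi44*, *Ly6a* and *C4b*, with log2 fold changes of 2.59, 2.56 and 2.28, and falls of *Mrc1*, *Siglece* and *Tmod1*, with −1.55, −1.21 and −0.96 (limma adjusted p between 0.0083 and 0.043). The 5 genes of mic-IFNAR-KO were *Cst7*, *Cxcl13*, *Gbp2*, *Ccr1* and *Cxcl9*. *Cst7* rose from 179 ± 25.9 to 897 ± 252 (SD, n = 7 each), a log2 fold change of 2.22 (SE 0.21, limma adjusted p = 4.87e-07), and the others had log2 fold changes between 1.10 and 3.01. In the interaction none of these 5 genes passed, with limma adjusted p = 0.053 for *Cst7*.

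**Figure D2:**
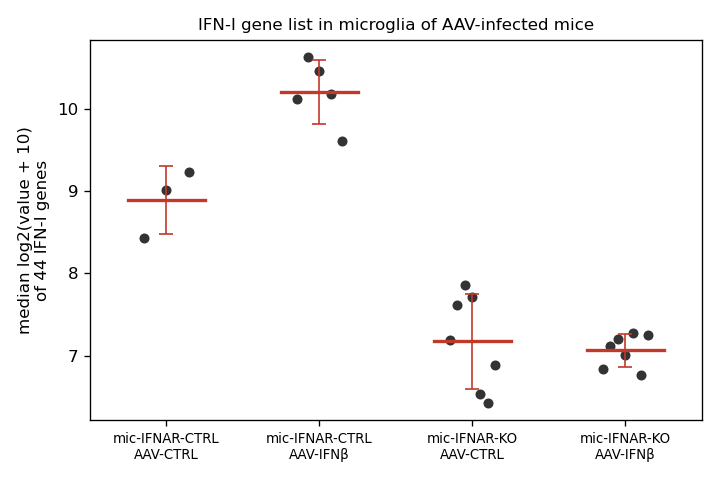
Median log2(value + 10) of 44 IFN-I genes in each sample (points) of mic-IFNAR-CTRL and mic-IFNAR-KO mice infected with AAV-CTRL or AAV-IFNβ. Red lines are group means and bars are SD. The 5 mic-IFNAR-CTRL samples with AAV-IFNβ lie between 9.62 and 10.6, above all others, and the 7 mic-IFNAR-KO samples with AAV-IFNβ lie between 6.76 and 7.27.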

RNA-Seq of microglia isolated from whole brains of these animals revealed that mic-IFNAR-KO microglia were unresponsive to IFN-I overexpressed from the choroid plexus (Supplementary Dataset 4, Supplementary Fig. 7a), while the response of the whole hippocampus remained unchanged also in mic-IFNAR-CTRL animals (Supplementary Fig. 7b).

Next, we infected middle-aged mic-IFNAR-KO and mic-IFNAR-CTRL mice with AAV-IFN-β or AAV-CTRL viruses and tested their cognitive ability in the NLR test (Fig. 3j). Interestingly, the AAV-IFN-β-infected mic-IFNAR-KO showed a significantly increased preference to displaced object, whereas no preference was observed in AAV-IFN-β-infected mice with normal IFNAR expression, indicating that deletion of IFNAR in microglia was sufficient to prevent IFN-β-mediated cognitive loss. Quantification of synaptic VgluT2 and Synaptophysin immunostaining in CA1 and CA3 revealed that mic-IFNAR-KO mice were protected from IFN-β-induced loss of presynaptic puncta (Fig. 3k, l, Supplementary Fig. 7c).

Notably, in our previous study we showed that blockade of IFN-I signalling in the CNS of aged mice was sufficient to restore their cognitive ability^12^. In addition, we observed that 22-month-old mice lacking the IFN-I receptor (IFNAR-KO), or the key IFN-I-dependent transcription factor IRF-7 (IRF-7-KO) largely retained memory function during ageing as compared to age-matched wild-type controls, which showed reduced preference for a novel object in the NLR test (Supplementary Fig. 8a), further indicating a negative effect of IFN-I on brain function in old age. Collectively, these results suggest that the negative impact of chronically elevated IFN-I in the ageing brain is mediated to a large extent via its effect on microglia.

### Downstream effectors of microglial IFN-I signalling

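In the comparison of young and aged mice, *B2m* (NM_009735; chromosome 2, 121973422 to 121978819 in mm9) had values of 17448, 18847 and 19121 in aged and of 25995, 15386 and 11383 in young microglia. The log2 fold change of 0.16 (SE 0.27) was smaller than its error (exact permutation test, two-sided, p = 0.9), and it was −0.12 without young sample 3 and 0.48 without young sample 1 (limma unadjusted p = 0.036). *C4b* had values of 146, 128 and 381 in aged and of 52.7, 34.99 and 13.0 in young microglia. Its mean over the 6 samples was below the filter on the mean, so limma did not test it. All 3 aged values lay above the young ones (exact permutation test, two-sided, p = 0.1, the smallest p that 3 against 3 allow). Its reads could not be told from those of *C4a* with certainty.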

A thorough analysis of the RNA-Seq results revealed that the ageing brain microenvironment induced microglial expression of *B2M* and *C4b*, encoding B2M and C4 proteins, which have been linked with loss of cognitive ability and increased synaptic pruning, often accompanying brain pathology^19–22^. Analysis of the whole-brain microglial gene expression profile, hippocampal brain sections, and quantification of soluble B2M protein in the CSF of IFN-I-overexpressing middle-aged mice revealed that IFN-β promoted B2M production (Supplementary Fig. 9a–e). These results strongly suggest that microglia might be the source of B2M, previously observed in the ageing brain^19^. Similarly, analysis of whole-brain microglia for *C4b* at RNA level and staining of the hippocampal brain slices for C4 revealed IFN-I-mediated induction of C4 expression (Supplementary Fig. 9f–i). Analysis of microglia of mic-IFNAR-CTRL and mic-IFNAR-KO infected with AAV-IFN-β or AAV-CTRL revealed a significant correlation between mRNA expression levels of IFN-I-dependent *Irf7* and those of *B2m* and *C4b* (Supplementary Dataset 4, Supplementary Fig. 9j, k). Moreover, levels of *B2m* and *C4b* increased upon activation of the IFNAR receptor on microglia (Supplementary Dataset 4, Supplementary Fig. 9l, m).

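Over all 22 samples Pearson's r of *Irf7* was 0.82 with *B2m* and 0.99 with *C4b* (permutation test, two-sided, adjusted p = 3.60e-04 and 2.40e-04). The 5 mic-IFNAR-CTRL samples with AAV-IFNβ lay apart from the rest, with *Irf7* at 1394 or more where the other samples reached at most 739. The r over all 22 samples thus also holds the difference between groups, and the relation was computed within parts of the data too. In the 17 samples outside that group Pearson's r of *Irf7* was 0.41 with *B2m* (permutation test, two-sided, p = 0.0997; Spearman's rho 0.20, p = 0.447) and 0.61 with *C4b* (permutation p = 0.0071; rho 0.65, p = 0.0067). Without the 2 of these 17 samples farthest from the median of *Irf7*, r was −0.17 with *B2m* (permutation p = 0.536) and 0.56 with *C4b* (permutation p = 0.031), so among the 17 the relation with *B2m* rested on those samples. Within the 8 mic-IFNAR-CTRL samples, where those with AAV-IFNβ also lie apart, r was 0.75 for *B2m* (exact permutation p = 0.033; rho 0.81, p = 0.022) and 0.98 for *C4b* (exact permutation p = 4.96e-05; rho 0.98, p = 3.97e-04), and without the 2 farthest samples it was 0.46 (exact permutation p = 0.375) and 0.96 (exact permutation p = 0.0014). Within the 14 mic-IFNAR-KO samples r was −0.28 for *B2m* (permutation p = 0.320; rho −0.22, p = 0.456) and 0.56 for *C4b* (permutation p = 0.036; rho 0.61, p = 0.022), and without the 2 farthest samples it was 0.21 and 0.66. With the values of all 22 samples centred within each of the 4 groups, r was 0.34 for *B2m* (permutation p = 0.487; rho 0.13, p = 0.628) and 0.94 for *C4b* (permutation p = 9.00e-05; rho 0.77, p = 0.0013). Without the 2 farthest samples these values were −0.22 and 0.80 (permutation p = 0.7102 and 0.0010). In a family of 24 relations, the Benjamini-Hochberg adjusted p for *C4b* was 0.028 in the 17 samples, 3.60e-04 within mic-IFNAR-CTRL, 0.095 within mic-IFNAR-KO and 4.32e-04 after centring, and for *B2m* it was 0.156, 0.095, 0.366 and 0.531.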

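In mic-IFNAR-CTRL, *B2m* was 42487 ± 8466 (SD, n = 5) with AAV-IFNβ and 29386 ± 3158 (SD, n = 3) with AAV-CTRL. The log2 fold change was 0.51 (SE 0.19, limma adjusted p = 0.372), and all 5 values lay above the 3 (exact permutation test, two-sided, p = 0.054). In mic-IFNAR-KO, *B2m* was 25888 ± 4143 with AAV-IFNβ and 18267 ± 2740 with AAV-CTRL (SD, n = 7 each; exact permutation test, two-sided, p = 0.0035). Its log2 fold change there was 0.50 (SE 0.14, limma adjusted p = 0.320), and the difference between the genotypes was −0.02 (SE 0.23, limma adjusted p = 0.998), with either sign when single samples were left out. *C4b* was 1399 ± 439 (SD, n = 5) and 281 ± 99.2 (SD, n = 3) in mic-IFNAR-CTRL, with limma adjusted p = 0.0083 (exact permutation test, two-sided, p = 0.018, the smallest this design allows). In mic-IFNAR-KO it was 193 ± 79.4 and 168 ± 96.0 (SD, n = 7 each), a log2 fold change of 0.25 (SE 0.28, limma adjusted p = 0.996). The difference of the *C4b* response between the genotypes was −2.03 (SE 0.47, limma adjusted p = 0.097).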

### Microglial Mef2C is downregulated upon chronic IFNβ

We next attempted to identify IFN-I-dependent regulatory factors involved in shaping microglial ageing phenotype. Myocyte enhancer factor, Mef2C, is a transcription factor regulating various processes in multiple cells types, including immune cells and neurons^23, 24^, and was previously proposed to regulate the microglial chromatin landscape^2^. Human GWAS studies linked mutations in Mef2C to ageing-associated late-onset Alzheimer’s disease^25, 26^. RNA-Seq analysis of whole-brain microglia isolated from non-manipulated young and aged animals and young AAV-infected mice showed significant reduction of the *Mef2C* gene in ageing and upon chronic exposure to IFN-β (Fig. 4a, b, Supplementary Dataset 1 and 3). Furthermore, we compared microglial expression of *Mef2C* and the IFN-I-dependent *Ifit1* gene in sequencing data from young AAV-infected mice, non-manipulated young and aged mice, and aged animals intracerebroventricularly injected with anti-IFNAR neutralizing antibody (data combined from Supplementary Datasets 1–3). This analysis suggested that IFN-I signalling is negatively correlated with Mef2C expression (Fig. 4c, *r* = −0.615). In addition, analysis of RNA-Seq data of microglia from mic-IFNAR-CTRL and -KO mice confirmed the negative relation between expression levels of *Mef2C* and IFN-I-dependent genes *Irf7* and *Isg15* (*r* = −0.670 and −0.671 respectively), but only in mic-IFNAR-CTRL mice, suggesting that downregulation of Mef2C is dependent on a direct effect of IFN-I on microglia (Fig. 4d and e). 

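*Mef2c* lies on chromosome 13 at 83643033 to 83806684 of mm9. Its value was 2502 ± 185 (SD, n = 3) in aged and 3367 ± 90.4 (SD, n = 3) in young microglia, and the aged values all lay below the young ones (exact permutation test, two-sided, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change in ageing was −0.43 (SE 0.15) with an unadjusted p = 0.018 and an adjusted p = 0.380 from limma. In the young mice infected with AAV, *Mef2c* was 1193 ± 162.9 (SD, n = 3) with AAV-IFNβ and 1612 ± 25.4 (SD, n = 2) with AAV-CTRL, again without overlap (exact permutation test, two-sided, p = 0.2). The log2 fold change was −0.44 (SE 0.22) with an unadjusted p = 0.084 and an adjusted p = 0.645 from limma. It stayed between −0.54 and −0.34 in the fits that each left out a sample, and that of ageing between −0.49 and −0.39. In 2 of the 6 fits for ageing *Mef2c* no longer passed the unadjusted threshold.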

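Over the 26 samples of the ageing, blockade and AAV experiments, Pearson's r of *Mef2c* with *Ifit1* (NM_008331; chromosome 19, 34715361 to 34724499 in mm9) was −0.72 (permutation test, two-sided, p = 3.00e-05, and 3.60e-04 after Benjamini-Hochberg adjustment over the 24 relations computed). Spearman's rho was −0.79 (permutation p = 1e-05, the smallest the permutations can give). Without the 2 samples farthest from the median of *Ifit1*, r was −0.79. The 3 experiments were normalised in separate tables, and with the values centred within each table r was −0.51 (permutation p = 0.013, adjusted p = 0.046; rho −0.54, p = 0.0038). Within the ageing experiment r was −0.87 over 6 samples (exact permutation p = 0.054; rho −0.77, exact p = 0.103), and −0.88 over 4 without the 2 farthest. Within the blockade experiment it was −0.53 over 15 samples (permutation p = 0.042, adjusted p = 0.101; rho −0.51, p = 0.052), and −0.48 without the 2 farthest. No correlation was computed within the AAV experiment, which holds 5 samples. The legend of Fig. 4c gives 34 samples. When the 8 mic-IFNAR-CTRL samples were added, a setting tried after seeing the data because it makes 34, r was −0.615 (permutation p = 9.00e-05; rho −0.70, p = 2.00e-05).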

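In the 8 mic-IFNAR-CTRL samples Pearson's r of *Mef2c* with *Irf7* was −0.67 (exact permutation test, two-sided, p = 0.073, one-sided p = 0.051) and that with *Isg15* was −0.67 (two-sided exact p = 0.073, one-sided p = 0.057). Spearman's rho was −0.40 for both genes (exact p = 0.327). Without the 2 samples farthest from the median of the IFN-I gene, r was −0.66 for *Irf7* and −0.63 for *Isg15* (exact permutation p = 0.132 and 0.165). The samples with AAV-IFNβ lay apart from those with AAV-CTRL in both IFN-I genes, so r over the 8 samples also holds the difference between the viruses. With the values centred within each virus group, r was −0.77 (permutation p = 0.090; rho −0.88, p = 0.070) and −0.74 (permutation p = 0.104; rho −0.88, p = 0.070). In the 14 mic-IFNAR-KO samples r was −0.07 for *Irf7* (permutation p = 0.822; rho 0.06, p = 0.833) and −0.32 for *Isg15* (permutation p = 0.259; rho −0.22, p = 0.444). Without the 2 farthest samples it was 0.15 and −0.32, and with centred values −0.13 and −0.41. The difference of r between the genotypes was tested by permuting the genotypes. It was −0.60 for *Irf7* (permutation p = 0.162) and −0.35 for *Isg15* (permutation p = 0.2602). None of these relations of *Mef2c* in either genotype passed after Benjamini-Hochberg adjustment, the smallest adjusted p being 0.135. The values of *Mef2c* were 2019 ± 477 (SD, n = 5) with AAV-IFNβ and 2217 ± 92.3 (SD, n = 3) with AAV-CTRL in mic-IFNAR-CTRL, and 2162 ± 319 and 2293 ± 416 (SD, n = 7 each) in mic-IFNAR-KO. Their log2 fold changes by AAV-IFNβ were −0.17 (SE 0.19, limma adjusted p = 0.905) and −0.08 (SE 0.14, limma adjusted p = 0.996). From the negative relation seen in mic-IFNAR-CTRL alone, the paper proposes that *Mef2C* falls through a direct effect of IFN-I on microglia.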

To verify these findings at the protein level, we first confirmed nuclear localization of Mef2C transcription factor in microglia of wild-type mice using confocal imaging and orthogonal projection analysis (Fig. 4f). Immunohistochemical staining of hippocampal sections confirmed reduced levels of nuclear Mef2C in Iba1^+^ microglia in ageing and in AAV-IFNβ, compared to their controls (Fig. 4g, h, Supplementary Fig. 10a, b).

**Fig. 4:**
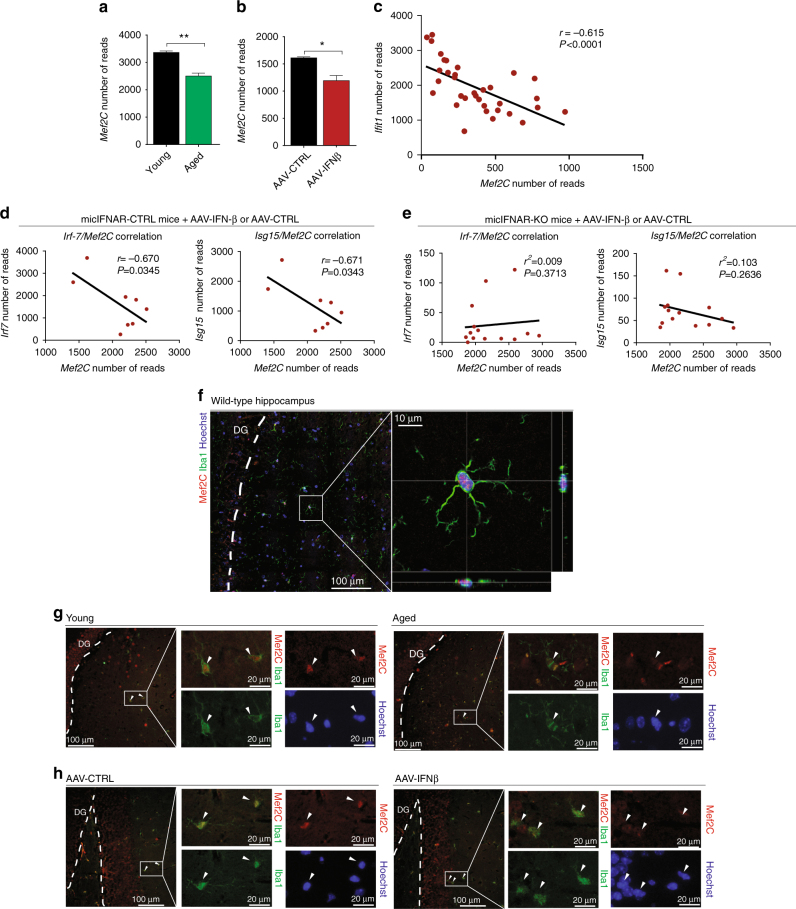
Microglial expression of Mef2C is reduced upon IFN-I overexpression and ageing. **a**, **b** mRNA expression levels of Mef2C (number of reads) in microglia of young and aged (**a**) and young AAV-IFNβ- and AAV-CTRL-infected mice (**b**). **P < 0.01, *P < 0,05; unpaired *t*-test, *n* = 5 per group. **c** Correlation between expression levels of *Mef2C* and IFN-I-dependent *Ifit1* in microglia of non-manipulated young and aged mice, young mice infected with AAV-IFNβ or AAV-CTRL and aged mice injected with anti-IFNAR antibody (data combined from Supplementary Datasets 1-3; Pearson *R* ^2^ = 0.378, *P* < 0.0001, *n* = 34). **d**, **e** Correlation analysis between expression levels of IFN-I-dependent *Irf7* and *Isg15*, and *Mef2C* reveals negative relationship in mic-IFNAR-CTRL microglia (*n* = 8) (**d**) but not in micIFNAR-KO microglia (*n* = 13) (**e**) suggesting direct effect of IFN-I on microglial expression levels of *Mef2C*. **f** Confocal images of nuclear (Hoechst nuclear staining in *blue*) Mef2C (*red*) expression in Iba1^+^ microglia (*green*) from adult wild-type mouse using orthogonal projections of confocal *z*-stacks. **g**, **h** Representative pictures of Mef2C staining (*red*), Iba1^+^ (*green*) microglia and Hoechst nuclear staining (*blue*) in hippocampal sections of non-manipulated young and aged mice (**g**) and young mice infected with AAV-IFNβ or AAV-CTRL (**h**)

### Loss of Mef2c alters the microglial immune state

To substantiate the role of Mef2C in the activity of microglia in vivo, we created a mouse model of inducible Mef2C deficiency in microglia, by crossing Mef2C^loxP/loxP^ with Cx3cr1^ERT2-Cre^ mice. Microglia of adult Mef2C^loxP/loxP^Cx3cr1 ^ERT2-Cre+/−^ (Mef2C-KO) and Mef2C^loxP/loxP^Cx3cr1^ERT2-Cre−/−^ (Mef2C-CTRL) mice were analysed 2 weeks following tamoxifen-induced *Mef2C* inactivation. 

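Microglia of 5 Mef2C-KO and 5 Mef2C-CTRL mice, 3 months old by their labels, were sequenced 2 weeks after tamoxifen. The authors' deposited signal lists 24421 genes, scaled to the same total of reads per sample, and its values are whole multiples of a step in each sample (100.0% of them). The median implied depth was the lowest of the 5 tables, with single samples between 0.77 and 1.25 M reads for Mef2C-CTRL (median 0.918 M) and between 0.649 and 1.18 M for Mef2C-KO (median 0.804 M), with between 69.67% and 76.25% of the reads on listed genes. limma compared the groups for 7205 genes with a mean above 128 at a Benjamini-Hochberg adjusted p under 0.05, and edgeR's quasi-likelihood test on the recovered reads was an alternative. An exact permutation test of 5 samples against 5 cannot give a p below 0.0079. The targeted gene *Mef2c* had values of 1710, 1907, 1426, 1341 and 1431 in the samples labelled Mef2C-KO and of 1923, 2111, 1873, 1576 and 1867 in those labelled Mef2C-CTRL. The groups overlapped, and the log2 fold change was −0.26 (SE 0.16, limma adjusted p = 0.729; exact permutation test, two-sided, p = 0.063). According to the paper's methods, recombination removes a loxP-flanked exon of *Mef2c*, and reads on its 3′ untranslated region, where they were counted, can remain. The genotype was therefore taken from the labels, and the values of *Mef2c* do not test it.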

Immunohistochemical analysis revealed substantial elimination of Mef2C expression in Iba1^+^ microglia, but not in Iba1^−^ brain cells in Mef2C-KO mice (Fig. 5a, b). Interestingly, initial flow cytometry analysis of whole-brain microglia of Mef2C-KO and Mef2C-CTRL mice revealed upregulation of CD45 and CD11b and concomitant reduction of CX_3_CR1 in microglia of Mef2C-KO mice when compared to Mef2C-CTRL mice (Fig. 5c–e, Supplementary Fig. 11a). The reduction of the CX_3_CR1 in the Mef2C-KO microglia, prompted us to test whether these mice would show behavioural changes, as loss of CX_3_CR1 was shown to affect cognitive performance^27^. To this end we tested Mef2C-KO and Mef2C-CTRL mice using a battery of behavioural tests for assessment of hippocampal-dependent spatial learning, working and long-term memory, social preference and anxiety. We did not observe any behavioural deficit that could be attributed to microglial Mef2C deficiency (Supplementary Fig. 11b–e). In addition, RNA-Seq of microglia of Mef2C-KO and Mef2C-CTRL mice did not reveal any strong transcriptional signature (Supplementary Dataset 5).

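At limma's adjusted threshold 8 genes differed between Mef2C-KO and Mef2C-CTRL, 4 higher and 4 lower, and 614 genes passed the unadjusted threshold, where 360 would pass by chance. The count at the adjusted threshold was between 0 and 25 in the 10 fits that each left out a sample, with 25 without Mef2C-KO sample 2. edgeR called 75 genes on the recovered reads. In 149 genes, 2.07% of those tested, the groups did not overlap, against 0.79% by chance. *Dusp27* (NM_001160049; chromosome 1, 168028284 to 168058029 in mm9) was 400 ± 183 in Mef2C-KO and 90.3 ± 27.3 in Mef2C-CTRL (SD, n = 5 each), a log2 fold change of 1.95 (SE 0.30, limma adjusted p = 0.028). *Dab2* and *Thap6* were also higher, with log2 fold changes of 1.88 and 1.32. The largest falls were in *Upk1b* (NM_178924; chromosome 16, 38773297 to 38800316), which was 259 ± 154 against 1133 ± 471 (SD, n = 5 each; log2 fold change −2.13, SE 0.33, limma adjusted p = 0.028), and in *Myo18b* and *Csmd3*, with log2 fold changes of −2.06 and −1.95. *Gp9* (NM_018762; chromosome 6, 87728130 to 87729756) fell from 885 ± 163.5 to 251 ± 139 (SD, n = 5 each; log2 fold change −1.92, SE 0.31, limma adjusted p = 0.028). *Apoe* was 76210 ± 36604 in Mef2C-KO and 20087 ± 9812 in Mef2C-CTRL (SD, n = 5 each; log2 fold change 1.84, SE 0.42, limma adjusted p = 0.113). Of the IFN-I list 37 genes passed the filter, 5 higher and 32 lower in Mef2C-KO, with a median log2 fold change of −0.38 (camera unadjusted p = 0.031, adjusted p = 0.046, fry unadjusted p = 0.017). With the p adjusted over the list alone 6 passed, and none did over all genes tested, where 15 passed the unadjusted threshold. Camera's unadjusted p for the list was between 0.050 and 0.065 in 6 of the 10 fits that each left out a sample. In 4 of the 10 samples, 2 of each genotype, *Xist* was above 1000 and the genes of the Y chromosome were near 0. The paper states of these data that no strong transcriptional signature was found.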

**Fig. 5:**
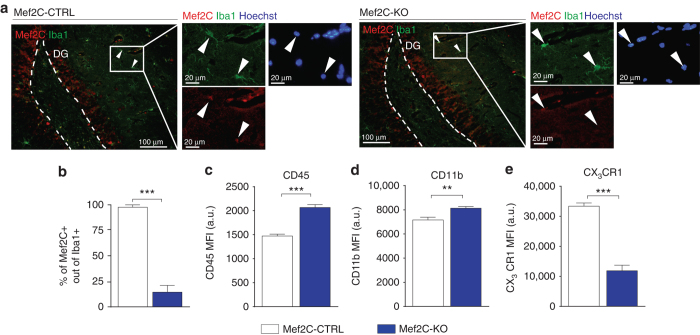
Loss of Mef2C alters microglial immune state. **a**, **b** Representative images (**a**) and quantification (**b**) of Mef2C (*red*) and Iba1 (*green*) staining in Mef2C-KO and Mef2C-CTRL mice 2 weeks following tamoxifen-induced recombination. **c**–**e** Mean fluorescent intensity of CD45 (**c**), CD11b (**d**) and CX3CR1 (**e**), in Mef2C-KO and Mef2C-CTRL microglia obtained by flow cytometry analysis. In all panels **P < 0.01, ***P < 0.001; unpaired *t*-test, *n* = 8–10 per group, the results are representative of four independent experiments

### Mef2C buffers microglial responses to immune stimuli

Because the loss of microglial Mef2C was linked to downregulation of CX_3_CR1, one of the microglial 'off' molecules critical for restraining responses to immune stimuli, we hypothesized that Mef2C might be involved in limiting microglial activation upon immune deviation. Accordingly, the consequences of its loss may not be apparent under homoeostasis, but rather manifested in presence of inflammatory conditions, such as those that prevail in the ageing brain^28, 29^. To test this hypothesis, we delivered TNF, a pro-inflammatory cytokine associated with brain ageing^28^, into the CSF of young Mef2C-KO and Mef2C-CTRL mice, and assessed the microglial response to this immune stimulus, and the effect on mice behaviour (Fig. 6a).

**Fig. 6:**
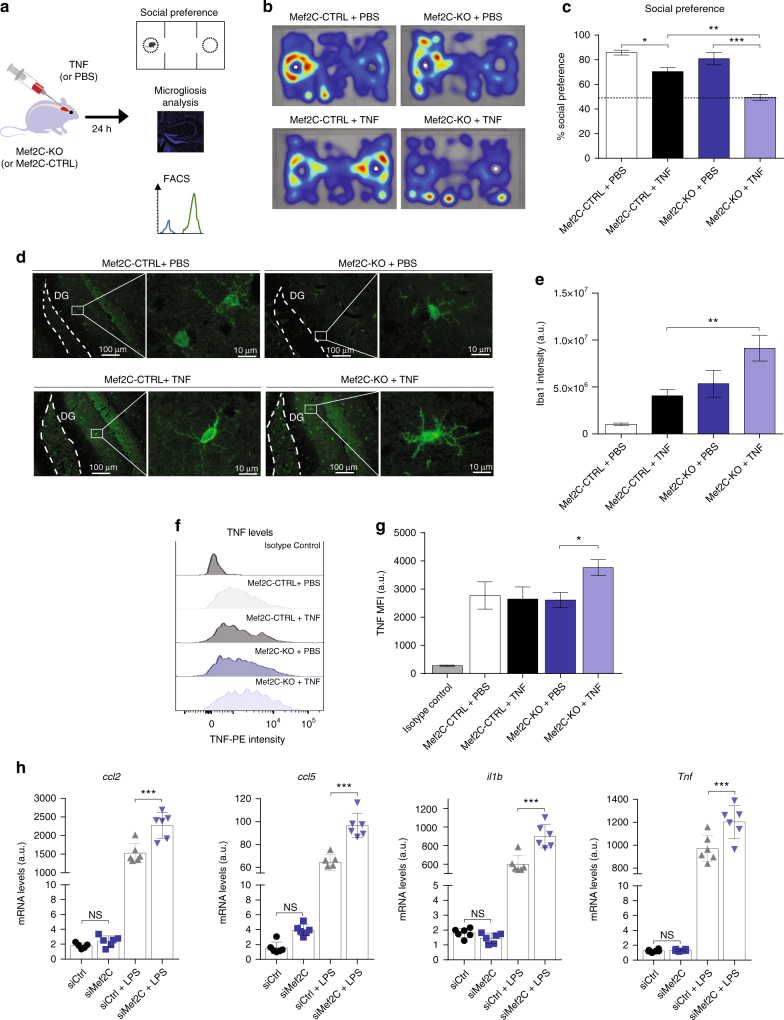
Mef2C deficiency is associated with increased pro-inflammatory response to immune stimuli. **a** Scheme illustrating the experimental design to determine the effects of immune challenge in Mef2C-KO mice. **b**, **c** Social preference assessed in Mef2C-KO and Mef2C-CTRL mice 24 h after intracerebroventricular injection of TNF or PBS; representative heatmaps (*white dot* indicates the stranger mouse location) (**b**) and percentage of social preference (**c**) (representative of two independent experiments, *n* = 3 per group). **d**, **e** Representative micrographs (**d**) and quantification (**e**) of Iba-1 staining in microglia in the hippocampus of Mef2C-KO and Mef2C-CTRL mice 24 h after intracerebroventricular injection of PBS or TNF. (*n* = 5 per group). **f**, **g** Representative histograms (**f**) and quantification of mean fluorescence intensity (**g**) of TNF staining in Mef2C-KO and Mef2C-CTRL mouse microglia 24 h after intracerebroventricular TNF or PBS administration. (*n* = 5 per group) **h** mRNA expression levels of pro-inflammatory *ccl2*, *ccl5*, *il1b*, *Tnf* in primary microglial cultures following siRNA-mediated Mef2C depletion and treatment with LPS (*n* = 4 per group). In all panels *P < 0.05, **P < 0.01, ***P < 0.001; one-way ANOVA with Newmann–Kleus post hoc test, the results are representative of 2–3 independent experiments

In agreement with the literature, after 24 h, TNF-injected Mef2C-CTRL mice exhibited a reduced preference for social interaction^30^; however, this effect was markedly enhanced in Mef2C-KO animals (Fig. 6b, c), suggesting their increased sensitivity to pro-inflammatory stimulation. Immunohistochemical analysis of brain sections of TNF (or PBS)-injected mice 24 h following the injection revealed increased Iba-1 staining intensity in TNF-treated Mef2C-KO mice, when compared to TNF-injected Mef2C-CTRL mice (Fig. 6d and e). Furthermore, flow cytometry analysis revealed that upon immune activation, Mef2C-KO microglia produced significantly higher levels of pro-inflammatory TNF than Mef2C-CTRL microglia (Fig. 6f, g). To test the transcriptional changes in microglia lacking Mef2C under immune challenge, we performed siRNA-mediated silencing of *Mef2C* in in vitro cultured primary microglia, and stimulated the cells with lipopolysaccharide (LPS), a TLR4 agonist and a robust pro-inflammatory stimulus widely used in in vitro studies. RT-qPCR analysis revealed that effective and specific downregulation of Mef2C (Supplementary Fig. 12a) combined with LPS stimulation resulted in increased expression of pro-inflammatory chemokines (*Ccl2* and *Ccl5*) and cytokines (*Il-1b* and *Tnf*) (Fig. 6h), which are also overexpressed in aged microglia (Supplementary Fig. 2b). Altogether, these results suggest that Mef2C confers microglial resilience to immune challenge, and thereby promotes homoeostasis under pro-inflammatory conditions, which are present in the ageing brain^28, 29^.

## Discussion

In the present study, we found that the transcriptional signature of aged brain microglia is largely determined by IFN-I, derived from the choroid plexus, and present in the ageing CNS milieu. In addition, chronic elevation of IFN-I signalling negatively affects brain function in adult mice in a microglia-dependent manner. Specifically, IFN-I-dependent transcriptional signature negatively correlated with microglial expression of the transcription factor, Mef2C. Using mice with genetic Mef2C deletion in microglia revealed the role of Mef2C in conferring resilience to pro-inflammatory stimuli, with impact on mice behaviour (Supplementary Fig. 13).

Microglial phenotype is largely affected by the cytokine milieu of the brain. Under pathological conditions, activities of multiple cytokines, including IFN-I, were reported to have various and even opposing effects on the brain, depending on the context^31–33^. Thus, for example IFN-I signalling was previously associated with attenuation of neuroinflammation^32, 34–36^ and protection from neurodegeneration^37^. In contrast, chronically elevated IFN-I activity underlies or contributes to the pathology of various human CNS diseases, and in animal models, persistent expression or excessive activity of IFN-I in the CNS was previously linked to pathological changes, including ageing^12^, neurodegeneration and microgliosis^12, 38–41^. Here, using multiple approaches, which include blockade of cerebral IFN-I signalling in aged mice, overexpression of IFN-I in the CNS of adult mice, and deletion of the IFN-I receptor in microglia, we provide evidence that the activity of aged microglia is largely and directly induced by IFN-I in the ageing brain milieu, and has a negative impact on cognitive ability. Similarly, microglia were proposed to mediate the effects of IFN-I on the brain in cases of viral infection^22, 33^ and in an autoimmune disease^32^.

Among the genes expressed by microglia upon exposure to IFN-I we identified MHC-I-related *B2m*, and the complement component *C4b* ^19, 42^, factors previously linked to cognitive impairment and ageing. Both MHC-I and complement factors were implicated in the synaptic pruning process, essential for brain development^7, 43^, but detrimental if occurring in excess in the adult CNS^20, 42^. In addition, soluble B2M protein was reported to cause ageing-like cognitive decline and inhibit adult neurogenesis^19^, and a recent study showed that cognitive impairment following cerebral viral infection is associated with microglia- and complement-dependent synaptic loss^22^. Altogether, IFN-I-dependent activity of microglia involves elevated production of factors associated with cognitive impairment in ageing.

Maintenance of CNS function is dependent on immune-restraining 'off' factors, which ensure risk-free microglial immune responses, and include the continuous presence of TGF-β in the soluble milieu of the CNS, interaction with neurons through certain microglial receptors (CX_3_CR1, CD200), and expression of intracellular transcription regulators (e.g., MafB)^1, 9–11^. Loss of such factors and the consequences it inflicts on brain function were previously reported^27, 44, 45^. Thus, for example, treatment with recombinant CX_3_CR1 ligand (CX_3_CL1) reversed the age-related decrease in neurogenesis in rats^44^.

Here we identify Mef2C as an additional 'off' factor, restricting microglial response to immune stimuli. Using tamoxifen-inducible CX3CR1^ERT2-Cre^-based genetic manipulation, we observed that deletion of Mef2C increased the microglial response to the inflammatory CNS milieu, a common feature of brain ageing and neurodegenerative conditions^28, 29^. Almost paradoxically, in an aged brain, where such conditions prevail and microglial restraints are most urgently needed, we observed that microglial Mef2C was downregulated, possibly as an outcome of chronic IFN-I presence in the brain. Our data suggest that loss of Mef2C may be involved in 'priming', a microglial state of increased sensitivity to immune stimuli and a hallmark of ageing^28, 29, 46^. Furthermore, human GWAS studies linked mutations in Mef2C to ageing-associated late onset Alzheimer’s disease^25, 26^. On the basis of our results, it is possible that genetic or ageing-induced loss of Mef2C function in microglia can contribute to the pro-inflammatory milieu of the brain in Alzheimer’s disease or ageing, thereby exacerbating cognitive loss and disease pathology^28^. Notably, however, in certain pathologies (e.g., Amyotrophic Lateral Sclerosis^47^ and specific stages of Alzheimer’s disease^48^) transient reduction of such restraining mechanisms was linked to beneficial outcome, highlighting the fine balance of regulation and suggesting that the role of microglial “off” molecules, including Mef2C, may be disadvantageous in specific pathological contexts.

In summary, we demonstrate that microglial activity in ageing is largely shaped by IFN-I, whose levels increase in the brain in old age. Our data suggests that ageing-related loss of cognitive ability is, at least in part, dependent on this microglial signature. Among several possible mechanisms linking microglial IFN-I signature and ageing-related cognitive loss, our results identify IFN-I-dependent downregulation of Mef2C, a microglial “off” factor, which we find to be involved in restraining microglial responses to immune stimuli. Accordingly, it implies that the activity of Mef2C becomes critical under pathological conditions and in ageing, when levels of inflammatory cytokines are elevated. Together, our findings may shed light on several mechanisms present in other ageing-related brain conditions and neurological diseases associated with elevated IFN-I in the CNS.

## Methods

### Animals

Wild-type aged mice (18–22 months old; Weizmann Institute of Science colony), 10 months old, 8–10 weeks old and neonatal (P0–P1) C57BL/6 J mice (Envigo, Israel) were used. *Mef2ctm1Jjs/J* (Mef2C^loxP^ mice)^49^ were purchased from The Jackson Laboratory (stock no. 025556). Cx3cr1^ERT2-Cre^ mice^50^ were a kind gift of Prof. Steffan Jung, Weizmann Institute of Science. IFRNAR-KO, IRF-7-KO and IFNAR^flox^ mice^32^ were a kind gift of Prof. Marco Prinz. Mef2C^loxP^ mice carrying loxP-flanked exon of *Mef2c* or IFNAR^flox^ mice with flox-flanked exon of *Ifnar1* were crossed with Cx3cr1^ERT2-Cre^ transgenic mice expressing ERT2-Cre recombinase under CX_3_CR1 promoter. For induction of recombination, 5-week-old to 7-week-old Mef2C^loxP/loxP^ Cx3cr1^ERT2-Cre+/−^ (Mef2C-KO) and Mef2C^loxP/loxP^ Cx3cr1^ERT2-Cre−/−^ or Mef2C^−/−^ Cx3cr1^CreER+/+^ (Mef2C-CTRL) or IFNAR^fl/fl^ Cx3cr1 ^ERT2-Cre+/−^ (micIFNAR-KO) and IFNAR^fl/fl^ Cx3cr1^ERT2-Cre−/−^ (micIFNAR-CTRL) mice were gavaged with 4 mg tamoxifen (TAM, Sigma) dissolved in 200 μl corn oil (Sigma) five times, every other day in accordance with previous reports^50^. Only male mice were used throughout the study. All mice were housed and bred under specific pathogen-free conditions, in a 12 h light–dark cycle. All behavioural tests were conducted during the dark hours, in dimly lit room. Permission to perform the animal experiments was granted by the Weizmann Institute of Science Institutional Animal Care and Use Committee (IACUC).

### Radial arm water maze

The radial arm water maze (RAWM) test was performed during dark hours, in a dimly lighted room, as previously described^51^. Briefly, the goal arm location (containing a platform submerged 1.5 cm below the water surface) remained constant for a given mouse, whereas the start arm was changed during each trial. Within the testing room, only distal visual shape and object cues were available to aid location of the platform. On day 1, mice were trained for 15 trials, with alternating visible and hidden platform. On day 2, mice were trained for 15 trials with the hidden platform only. Entry into an incorrect arm, or remaining for more than 15 s in the same incorrect arm, or the central area, was scored as an error. The number of errors was determined for each trial. The raw data were analysed as mean of errors for training blocks, each spanning three consecutive trials. Swimming speed was measured using EthoVision automated tracking system (Noldus).

### Novel location recognition test

Novel location recognition test (NLR) was performed during dark hours, in a dimly lighted room, as previously described^52^. Briefly, mice were placed in a grey, square box (50 × 50 × 50 cm) with visual cues on the walls. On the training day, mice were given four sessions of 6 min; during the first session, mice were allowed to explore the arena without objects (habituation), and in the following three trials, two objects of different colour, shape and texture were present in defined locations in the box (training, day 1). After 24 h, mice were returned to the arena, in which one of the objects was placed in a new location (testing day, day 2). Time spent exploring each object on each day was manually scored using EthoVision tracking system (Noldus), and percentage preference for the displaced object was calculated for each animal, for each day, by dividing the time spent exploring the displaced object by the total exploration time of both objects and multiplying the result by 100%, according to the formula: Percentage preference = ((displaced object exploration time)/(displaced object exploration time + non-displaced object exploration time)) ×100%. The result of the calculation was approximately 50% on day 1 (training) and 60–90% on day 2 for mice with normal memory.

### Open field

Open field for assessment of mobility and anxiety was performed according to previous reports^53^. Mice were allowed to explore a grey square box (50 × 50 cm) for 10 min. Velocity and time spent in the centre arena (25 × 25 cm) were acquired using EthoVision tracking system (Noldus).

### Y-maze

Y-maze to assess working memory by measuring spontaneous alternation was performed as previously described^54^. Briefly, the subject mouse was placed in the middle of a three-armed Y-shaped maze, and was allowed to freely explore the maze for 5 min. During this time the order of entries to the arms was recorded using EthoVision tracking system (Noldus). All possible triplets of consecutive entries were scored: entry to three different arms was scored as “1”, entry to the same arm within three consecutive entries was scored as “0”. Percentage alternation was calculated for each animal by dividing the sum of acquired points by a sum of possible triplets and multiplied by 100%.

### Social preference

Social preference test for assessment of social behaviour was performed as previously described^55^. Briefly, mice were allowed to explore three-chamber arena for 10 min. After this time, mice were separated in the middle chamber and small wired cages were placed in the side chambers: one containing a stranger mouse of the same phenotype and age and one empty. Mice were allowed to explore the arena with wired cages for 10 min and exploration time of each cage was scored using EthoVision tracking system (Noldus). Percentage preference for the cage containing a stranger mouse over empty cage was calculated for each animal, according to the formula (time spend exploring stranger mouse cage/(time spend exploring stranger mouse cage + time spent exploring the empty cage)) ×100%. The arena and wired cages were wiped with 10% ethanol and the location of the stranger mouse was altered between the tested animals.

### Intracerebroventricular injections

Intracerebroventricular injections were performed as previously described^56^. In brief, mice were anesthetised with isoflurane and placed on a warm pad in a stereotactic device (World Precision Instruments) and injected subcutaneously with painkiller (Carprofen 5 mg/kg). Skin over head was incised, connective tissue over the scull removed with H_2_O_2_. Injection site was determined 0.4 mm posterior to the bregma, 1.0 mm lateral to the midline. An opening in the scull was drilled and blunt 30 gauge needle attached to a syringe (Hamilton) was inserted to 2.0 mm in depth from the brain surface. After 3 min delay time, neutralizing antibody to IFNAR1 (mouse anti-mouse IFNR1 antibody clone MAR1-5A3, eBioscience) (10 μg) or mouse IgG1 κ isotype control (clone MG1-45, BioLegend) (10 μg) (Fig. 1), or TNF (50 ng in 5 μl PBS) or 5 μl PBS (Fig. 6) were injected at 0,5 μl/min speed using UMP3 UltraMicroPump (World Precision Instruments). After the desired volume was injected, and another 3 min delay time, the needle was removed, the skin sutured and the mouse injected subcutaneously with 1 ml saline for rehydration and placed in a recovery cage under warm lamp.

### AAV preparation and injection

Low passage HEK293T (ATCC, catalogue no. CRL-3216) were maintained at 37 °C with 5% CO_2_ in Dulbecco’s modified Eagle’s medium supplemented with 10% fetal bovine serum. Cell line was tested for mycoplasma contamination using EZ-PCR mycoplasma test kit (Biological Industries, catalogue no. 20-700-20). To produce AAV-IFNβ and AAV-Ctrl, a triple co-transfection procedure was used to introduce an AAV vector plasmid (pAAV-CAG-IFNβ-IRES-GFP or pAAV-CAG-IRES-GFP, respectively) together with pXR1 AAV helper plasmid carrying AAV rep and cap genes and pXX6-80 Ad helper plasmid at a 1:1:1 molar ratio^57^. HEK293T cells were transfected using poly-ethylenimine (linear; molecular weight 25,000) (Poly- sciences, Inc., Warrington, PA), and medium was replaced at 12 h post transfection. 72 h post transfection conditioned medium was collected, cells were harvested and subjected to 3 rounds of freeze-thawing, and then digested with 100 U/ml Benzonase (EMD Millipore, Billerica, MA) at 37 °C for 1 h. Viral vectors were purified by iodixanol (Sigma, Israel) gradient ultracentrifugation^58^ followed by further concentration using Amicon ultra-15 100 K (100,000-molecular-weight cutoff, Merck Millipore) and washed with phosphate-buffered saline (PBS). Final concentration of AAV1 particles was 5.73E + 8/ μl for AAV-IFNβ and 3.33E + 8/ μl for AAV-CTRL. Viruses were injected intracerebroventricularly (0.4 mm posterior to the bregma, 1.0 mm lateral to the midline and 2.0 mm in depth from the brain surface), as described^56^ in a quantity of 1E + 9 vg/animal in volume of 10 μl.

### Cerebrospinal fluid collection and ELISA analysis

Cerebrospinal fluid (CSF) was collected by the cisterna magna puncture technique^59^. In brief, mice were anaesthetized with intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) and placed on a stereotactic instrument so that the head formed a 135° angle with the body. A sagittal incision of the skin was made inferior to the occiput and the subcutaneous tissue and muscles were separated, and a capillary was inserted into the cisterna magna through the dura matter lateral to the arteria dorsalis spinalis. Approximately 10 μl of CSF could be aspirated from an individual mouse. Levels of B2M in CSF samples were measured by ELISA (Cloud-Clone Corp, catalogue no. SEA260Mu) according to the manufacturer’s protocol.

### Sorting and flow cytometry analysis of microglia

Mice were anaesthetized by intraperitoneal injection of ketamine (100 mg/kg) and xylazine (10 mg/kg) and perfused with PBS to the left heart ventricle prior to tissue collection. Next, brain was isolated, choroid plexi and meninges were removed. Remaining brain tissue was mechanically dissociated using a software‐controlled sealed homogenization system (Dispomix; http://www.biocellisolation.com). Cell suspension filtered through an 80‐μm nylon mesh, centrifuged over a 40% Percoll gradient (GE Healthcare) for 20 min at 2250 r.p.m. with minimal acceleration and deceleration, washed once and blocked with Fc‐block CD16/32 (1:100, BD Biosciences). Next, samples were stained using PerCP-Cy5.5‐conjugated anti- CD11b (1:200, Biolegend M1/70), Brilliant Violet 421‐conjugated anti-CD45 (1:150, Biolegend 30-F11), PE-conjugated anti-CX_3_CR1 (1:150, Biolegend SA011F11) and APC-conjugated anti- Ly6C antibodies (1:150, Biolegend HK1.4). CD11b^+^CD45^int^Ly6C^-^ microglia (3500 cells) were sorted using SORP‐Aria sorter (BD Biosciences) into 80 μl of Lysis/Binding buffer (Invitrogen). Results were analysed using FACSDiva and FlowJo softwares. Unstained control was used to identify the population of interest and to exclude others. TNF intracellular staining was performed as previously described^60^, using BD Cytofix/Cytoperm TM Plus kit (BD Biosciences; catalogue no. 554715) and PE-conjugated anti- TNF-α (1:50, Biolegend MP6-XT22) and isotype control (1:50, PE-conjugated rat IgG1, κ).

### RNA purification and library preparation

Cells were harvested into Lysis/Binding buffer (Invitrogen). mRNA was captured with 12 µl of Dynabeads Oligo(dT) (Life Technologies), washed, and eluted at 70 °C with 10 µl of 10 mM Tris-Cl (pH 7.5). RNA-seq was performed as previously described^61^ and DNA libraries were sequenced on an Illumina NextSeq 500 or HiSeq with an average of 4 million aligned reads per sample.

### RNA-Seq processing and analysis

We aligned the RNA-seq reads to the mouse reference genome (NCBI 37, mm9) using TopHat v2.0.13 with default parameters^62^. Duplicate reads were filtered if they aligned to the same base and had identical UMIs. Expression levels were calculated and normalized for each sample to the total number of reads using HOMER software (http://homer.salk.edu) with the command “analyzeRepeats.pl rna mm9 -d [sample files] -count 3utr -condenseGenes”^63^.

For the analysis of RNA-seq in ageing, following anti-IFNAR treatment (Fig. 1) and following IFN-β overexpression (Fig. 2), we focused on genes with mean expression above noise (set at 128). We defined age-related genes based on a two-tailed *t*-test (*P* < 0.05) and whether they increased or decreased with ageing. We used equivalent thresholds for the interferon treatment and IFNAR blockade experiments with differentially-regulated genes identified based on two-tailed t-test (*P* < 0.05). We calculated overlap between either the increased genes (356) or the decreased genes (318) and up-/downregulated in AAV-IFN-β-expressing (248/198) or IFNAR (Day 2 = 216/199, Day 7 = 198/247, Day 14 = 318/200) genes using a hypergeometric distribution. For the RNA-seq analysis of siMef2C experiment, we focused on genes with mean expression above noise (set at 128), and differentially expressed (with 1.5-fold differential, log fold change = 0.585) between the means of the groups (two-tailed *t*-test, *P* < 0.01). For GO enrichment analysis we used Gene Ontology enRIchment anaLysis and visuaLizAtion tool (Gorilla; http://cbl-gorilla.cs.technion.ac.il/)^64, 65^, to which gene symbols of significantly increased or decreased genes (as a target set) and a complete gene list (as a background set) were imported. Venn diagram of IFN type I (α and β), II (IFN-γ), and III-dependent genes was created using Interferome v. 2.01 (http://www.interferome.org/interferome/search/showSearch.jspx)^66^ with default parameters. Heat-map was prepared using GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/).

### cDNA synthesis and quantitative real-time PCR analysis

Cultured primary newborn mouse microglia, frozen hippocampi and spleens were dissociated mechanically in TRI reagent (MRC, Cincinnati, OH) and RNA was extracted and purified from the lysates using the RNeasy kit (Qiagen; catalogue no. 74104). RNA from CP and cultured CP epithelial cells was extracted and purified using RNA MicroPrep kit (Zymo Research; catalogue no. R1050). mRNA (1 μg) was converted into cDNA using a High Capacity cDNA Reverse Transcription Kit (Applied Biosystems; catalogue no. 4368814). mRNA expression levels of specific genes at the CP were assessed using fluorescence-based quantitative real-time PCR (RT-qPCR). Quantification reactions were performed in duplicate for each sample using the “delta-delta Ct” method. Peptidylprolyl isomerase A (*ppia*) and Hypoxanthine-guanine phosphoribosyltransferase (*hprt*) were chosen as reference (housekeeping) genes. RT–qPCR reactions were performed and analysed using StepOne software V2.2.2 (Applied Biosystems). The primer sequences are listed in Supplementary Table 1.

### Immunohistochemistry

Paraffin-embedded 6 µm thick mouse brains coronal and sagittal sections were used for immunohistochemistry analyses. For immunofluorescent staining, the following primary antibodies were used: goat anti-Iba1 (polyclonal, 1:100, Abcam), rabbit anti-B2M (polyclonal, 1:100, Abcam), rabbit anti-human C4a/b (cross-reactive with murine C4; polyclonal, 1:100, Bioss), rabbit anti-GFP (polyclonal, 1:100, MBL), mouse anti-VgluT2 (8G9.2, 1:100, Abcam), rabbit anti-Synaptophysin (polyclonal, 1:400, Abcam), mouse anti-Mef2C (1H5, 1:100, Novus) and mouse anti-Claudin-1 (2H10D10, 1:100, Invitrogen) with use of Mouse on Mouse (M.O.M.) Basic Kit (Vector Labs; catalogue no. BMK-2202). Secondary antibodies included: Cy2/Cy3 -conjugated donkey anti-rabbit/goat/mouse antibodies (1:200; all from Jackson ImmunoResearch). The slides were exposed to Hoechst for nuclear staining (1:2000; Invitrogen Probes) for 30 seconds. Negative controls routinely used in immunostaining procedures included staining with secondary antibody alone, and staining without primary and without secondary antibody to exclude non-specific binding of the secondary antibody. Images were taken using confocal microscope (LSM880, Carl Zeiss, Inc.) or fluorescence microscope (Nikon Eclipse 80i), equipped with 20 × NA 0.50 and 40 × NA 0.75 objective lenses (Plan Fluor; Nikon) and a digital camera (DXM 1200 F; Nikon) using acquisition software (NIS-Elements, F3). Images were cropped and merged using Photoshop CS6 13.0 (Adobe), and were arranged using Illustrator CS5 15.1 (Adobe). For quantification of staining intensity (Iba1 and synaptophysin) total and background fluorescence was measured from the areas of interest using ImageJ software (NIH), and intensity of specific staining was calculated, as previously described^67^. For quantification of Mef2C^+^ microglia double-stained Mef2C^+^Iba-1^+^ and single-stained Iba1^+^ cells with distinct microglial morphology cells were counted from five sections per mouse using ImageJ. Number of Mef2C^+^Iba-1^+^ cells was divided by the number of Iba-1^+^ cells and multiplied by 100%. For quantification of VgluT2 puncta Image Pro (Media Cybernetics) was used as previously described^68^. Background subtraction using Rolling ball was done in Fiji and cell/neurite tree morphology quantification was done using NeuroMath^69, 70^.

### Primary newborn mouse microglial culture

Microglial primary cultures were prepared as described in ref. ^34^. Meninges and choroid plexi were removed under a dissecting microscope (Stemi DV4; Zeiss) from neonatal (P0–P1) C57Bl/6 J mice brains in Leibovitz‐15 medium (Biological Industries). After trypsinization (0.5% trypsin, 10 min, 37 °C), the tissue was mechanically dissociated. Next, the brain glial cells were re-suspended in DMEM supplemented with 10% FCS, 1 mM L‐glutamine, 1 mM sodium pyruvate, 100 U/ml penicillin, and 100 μg/ml streptomycin, and cultured at 37 °C, 5% CO^2^ in 75‐cm^2^ Falcon tissue‐culture flasks (BD Biosciences) pre‐coated with poly‐D‐lysine (PDL) (10 μg/ml; Sigma‐Aldricht). The medium was replaced after 24 h and every other day thereafter, for 14 days. Microglia were shaken off the primary mixed brain glial cell cultures (170 r.p.m., 37 °C, 6 h), re-suspended in microglial culture medium (RPMI‐1640 medium (Sigma‐Aldrich) supplemented with 10% FCS, 1 mM L‐glutamine, 1 mM sodium pyruvate, 100 U/ml penicillin, and 100 μg/ml streptomycin, as well as mouse recombinant MCSF 10ng/ml (Peprotech) and 50ng/ml human recombinant TGFβ1 (Peprotech) to better mimic in vivo conditions^1^ and seeded (10^5^ cells/ml) in 24‐well plates (1 ml/well; Corning) pretreated with poly‐D‐lysine.

### RNA interference and RNA purification

Cultured primary newborn mouse microglia were transfected with 100 nM siRNA directed against Mef2C (ON-TARGETplus Mef2c siRNA, Dharmacon, catalogue number: L-002000-00-0005; target sequences of siMef2C duplexes: 5′-GAGGAUCACCGGAACGAAU-3′, 5′-UAGUAUGUCUCCUGGUGUA-3′, 5′-GAUAAUGGAUGAGCGUAAC-3′, 5′-CCAGAUCUCCGCGUUCUUA-3′) or non-targeting siRNA (Dharmacon, catalogue number: D-001810-10-05) with Lipofectamine 2000 (Invitrogen), according to the manufacturer’s guidelines. Briefly, Lipofectamine was diluted in Opti‐MEM I Reduced Serum Medium (Invitrogen) and incubated for 20 min at room temperature. Next, siRNA was diluted in Opti‐MEMI Reduced Serum Medium (Invitrogen) and incubated for 5 min at room temperature. Subsequently, both dilutions (of siRNA and Lipofectamine) were mixed together and added to microglial cultures. After 5 h microglial medium was added. After 20 h cells were additionally treated with 100 ng/ml lipopolysaccharide (LPS; E. coli 055:B5, Sigma‐Aldrich) and collected 4 h after (24 h from the start of transfection) using TRI reagent (MRC). RNA was purified from the lysates using the RNeasy kit (Qiagen; catalogue no. 74104).

### Primary culture of choroid plexus cells

CP cultures were prepared as previously described^56^. Briefly, the CP tissue excised from PBS-perfused animals was dissociated in 0.25% trypsin by shaking (20′ at 37 °C) and pipetting, then centrifuged, washed and plated (~ 250,000 cells/well) in 24-well plates in culture medium for epithelial cells (DMEM/HAM’s F12 (Invitrogen Corp)), supplemented with 10% Fetal Calf Serum (Sigma-Aldrich), 1 mM l-glutamine, 1 mM sodium pyruvate, 100 U/ml penicillin, 100 mg/ml streptomycin, 5 μg/ml insulin, 5ng/ml sodium selenite, 20 μM arabinofuranosyl cytidine (Ara-C) and 10 ng/ml EGF, at 37 °C, 5% CO_2_. After 24 h, the medium was changed, and the cells were either left untreated, or incubated with medium supplemented with 25% or 50% of medium conditioned of HEK293T cells used to produce AAV-IFNβ or AAV-Ctrl viruses. After 24 h, cells were washed twice with PBS and RNA isolation was performed with RNA MicroPrep kit (Zymo Research; catalogue no. R1050), according to the manufacturer’s protocol.

### Statistical analysis

Results are presented as means ± s.e.m. The specific tests used to analyse each set of experiments are indicated in the figure legends. All experiments were repeated at least twice and representative graphs and pictures are presented. Data were analysed using a two-tailed Student’s *t*-test to compare between two groups, one-way ANOVA was used to compare several groups, followed by the Newman–Keuls post-hoc procedure for pairwise comparison of groups after the null hypothesis was rejected (*P* < 0.05). Data from RAWM were analysed using two-way repeated-measures ANOVA, and Bonferroni post hoc procedure was used for follow-up pairwise comparison. Sample sizes were chosen with adequate statistical power based on the literature and past experience, and mice were allocated to experimental groups according to age and genotype. No specific randomization protocols were used. Investigators were blinded to the identity of the groups during experiments and outcome assessment. Statistical calculations were performed using GraphPad Prism software (GraphPad Software).

### Data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files. The RNA Sequencing data have been deposited in NCBI’s Sequence Read Archive under the entry code GSE98401.

## Electronic supplementary material

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Dataset 1

Supplementary Dataset 2

Supplementary Dataset 3

Supplementary Dataset 4

Supplementary Dataset 5

# Supplementary material for: Mef2C restrains microglial inflammatory response and is lost in brain ageing in an IFN-I-dependent manner
**Source:** Nat Commun. 2017 Sep 28;8:717. doi: 10.1038/s41467-017-00769-0
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File name: Supplementary Data 1

Description: Transcriptional profiling of microglia of young (3 month-old) and aged (22 month-old) mice.

File name: Supplementary Data 2

Description: Transcriptional profiling of microglia of untreated young mice (3 month-old) and aged (22 month-old) mice treated with anti-IFNAR or isotype control (IgG) antibodies 2, 7 or 14 days after the treatment.

File name: Supplementary Data 3

Description: Transcriptional profiling of microglia of young (3 month-old) mice infected with IFN- $\beta$ - expressing (AAV-IFN- $\beta$ ) or empty (AAV-Ctrl) adeno-associated virus to their choroid plexi.

File name: Supplementary Data 4

Description: Transcriptional profiling of microglia of mic-IFNAR-CTRL and mic-IFNAR-KO mice infected with AAV-IFN $\beta$  or AAV-CTRL to their choroid plexi.

File name: Supplementary Data 5

Description: Transcriptional profiling of microglia of Mef2C-KO and Mef2C-CTRL mice.

How the deposited data were processed for this re-analysis (not part of the article)

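The deposited data are 5 tables of gene values from microglia of 58 mice in 17 groups: aged and young mice, aged mice given anti-IFNAR or IgG, young mice infected with AAV-IFNβ or AAV-CTRL, mic-IFNAR-KO and mic-IFNAR-CTRL mice infected with either virus, and Mef2C-KO and Mef2C-CTRL mice. According to the methods, the authors captured mRNA with oligo(dT), aligned the reads to the mm9 genome with TopHat, kept a single read per molecular identifier and position, counted the reads on the 3′ untranslated region of each gene with HOMER and scaled them to the same total of reads per sample. The deposited values are therefore a signal relative to the reads of each sample, not counts. All values of a sample were found to be whole multiples of a single step. The step was taken as 1 read and the common total as 10 M reads, which the methods do not state. The depth of each sample was then between 0.43 and 3.783 M reads (median 1.592 M). A value of 1 step rests on 1 read, which limits the precision of weakly expressed genes in the shallow samples. The first 3 tables list 19762 genes and the other two 24421. Conditions were taken from the labels and the column headings. The columns of the mic-IFNAR and Mef2C tables carry running numbers, so their samples were assigned to groups and not to single mice. Gene coordinates were looked up by symbol in an annotation of mm9, which held 63 of the 65 symbols looked up.

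Each table was fitted on its own with limma 3.58.1 in R 4.3.3, as log2(value + 10), over all genes with a mean above 128 in the table. The contrasts, tests, named genes and alternatives were set before the data were examined, and what was added later is stated as such. The first 5 comparisons (ageing, blockade at 3 time-points, AAV-IFNβ) used the unadjusted p under 0.05 of the paper's methods, with the count at a Benjamini-Hochberg adjusted p under 0.05 beside it. The other comparisons (AAV-IFNβ in each genotype, its interaction with genotype, mic-IFNAR-KO against mic-IFNAR-CTRL with AAV-CTRL, and Mef2C-KO against Mef2C-CTRL) used the adjusted p. Overlaps with the genes of ageing were tested with the hypergeometric test that the methods name and with camera, which estimates the correlation between the genes of a set. The methods state neither the side of the hypergeometric test nor its background, and a one-sided test over genes tested in both tables was chosen here. A list of 48 genes induced by IFN-I was tested with camera, and its p was adjusted over the 10 comparisons. Single genes were also compared with exact permutation tests. Correlations across samples are Pearson's r and Spearman's rho with permutation p from all arrangements or from 100000 random ones. The text names genes that the paper names for its sequencing, its antibodies or its targets and, per comparison, the 3 largest rises and the 3 largest falls among genes past the adjusted threshold (or, where fewer than 3 pass, the 3 with the smallest p) whose groups do not overlap. Some genes that this rule selects are not reported here. Other genes that the text names were chosen after their values were seen.

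The alternatives were 1 or 50 in place of 10 before the logarithm, no filter on the mean or a mean above 256, rescaling by median-ratio size factors, a t-test per gene on the deposited or on the log2 values, the compared groups fitted alone, the replicate number as a block, fry in place of camera, each sample left out in turn, and for correlations log2 values, rho, centring and rescaling. In the mic-IFNAR and Mef2C tables, whole reads were recovered from the steps and tested with edgeR 4.0.16 (quasi-likelihood). Added after seeing the data were a t-test on log2(value + 1) found by a search for settings that give the paper's counts, a covariate for *Xist* and further samples or genes in 2 correlations. Marker lists of neutrophils, monocytes, border-associated macrophages, erythroid cells, T or NK cells, B cells, oligodendrocytes, astrocytes, neurons, endothelium and choroid plexus (11 lists, 72 genes) were written before the data were examined, and lists of eosinophils and of type II interferon were added after the first results and before their own values were examined.

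The procedure was tested on simulated data with 200 genes changed at known sizes, made with the group sizes and depths of each comparison. limma recovered between 41.5% (blockade, day 14) and 97.5% (AAV-IFNβ in mic-IFNAR-KO) of them at the adjusted threshold, and between 85% and 99% at the unadjusted one, which between 3.25% and 7.05% of the unchanged genes also passed. The median ratio of estimated to true log2 fold change lay between 0.958 and 1.008. All simulated changes were larger than those of *Mef2c* and *B2m* in ageing and with AAV-IFNβ, and the simulated genes varied independently. The shares recovered therefore do not hold for changes as small as those of these genes. Computation outside R used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The reads themselves, the Interferome database, gene ontology terms and the paper's other measurements (such as quantitative PCR, ELISA, flow cytometry, staining and behaviour) were not analysed here.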

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

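The tests of neutrophils as a source of *Ngp*, of the Cre allele and of low depth as causes of low *Cx3cr1*, of female mice and of mixed sexes for *Xist*, of the viruses assigned at random, and of an effect of both Cre lines on the IFN-I list were chosen only after the result was seen.

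In groups of 4 to 10 samples, 109 sets of values (of named genes, of the median of the IFN-I list and of the depth) were searched for a sample far from the others, and 12 were past the limit, which about 1 in 20 pass by chance. In the mic-IFNAR-KO group with AAV-CTRL, sample 1 had *Ifnar1* at 967 (others 660 to 759), and sample 2 had *Cx3cr1* at 10080 (others 15560 to 19166), *Apoe* at 75863 (others 18061 to 37071) and *Mrc1* at 495 (others 113 to 263). In mic-IFNAR-CTRL with AAV-IFNβ, sample 2 had *Cxcl13* at 2049 (others 361 to 626) and *Cxcl9* at 343 (others 27.7 to 88.5). In mic-IFNAR-KO with AAV-IFNβ, *B2m* was 17041 in sample 4 (others 25582 to 29353), *Cxcl9* 1009 in sample 1 (others 104.7 to 262.8) and *Oasl1* 20.2 in sample 5 (others 0 to 8.06). *Thap6* was 103.7 in Mef2C-CTRL sample 5 (others 61.4 to 65.3), and Mef2C-KO sample 2 had *Cx3cr1* at 2823 (others 14984 to 17525) and *Upk1b* at 534.0 (others 184 to 200.4). Short of the limit, Mef2C-KO sample 2 was also farthest from its group, towards Mef2C-CTRL, in several genes. They included *Mef2c* (1907, others 1341 to 1710), *Apoe* (21275, others 69586 to 116423) and *Gp9* (466, others 108 to 299). In *Dusp27*, *Myo18b* and *Ptprc* another Mef2C-KO sample was farthest. Leaving out mic-IFNAR-KO AAV-CTRL sample 2 raised the genes called between the genotypes from 31 to 47, and leaving out Mef2C-KO sample 2 raised those called in Mef2C-KO from 8 to 25. Apart from the low *Cx3cr1* of Mef2C-KO sample 2, taken up below, no biological explanation of the single samples was tested. Mef2C-KO sample 2 was the deepest of its group (1.18 M reads, others 0.649 to 0.871 M), while mic-IFNAR-KO AAV-CTRL sample 2 (0.969 M, others 1.152 to 1.976 M) and mic-IFNAR-CTRL AAV-IFNβ sample 2 (1.284 M, others 1.321 to 1.826 M) were the shallowest of theirs. Depth was not tested as a cause of these single values, except for the low *Cx3cr1* of Mef2C-KO sample 2.

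*Cx3cr1* was near the low value of Mef2C-KO sample 2 in 2 further samples, Mef2C-CTRL 4 (2001) and 5 (2291), while the other Mef2C-CTRL samples had 29516, 35697 and 18892. Low depth was argued against, since the 3 samples hold at least 1.061 M reads and the other 7 at most 0.918 M. A candidate explanation is a Cre allele in place of both copies of *Cx3cr1*. It needs a lower level with a single Cre allele, and in the mic-IFNAR experiment, where the knockout alone carries Cre, the mean of *Cx3cr1* with AAV-CTRL was 0.557 times that of the controls (16199 ± 2919, n = 7, against 29068 ± 2674, n = 3, SD; log2 fold change −0.86, SE 0.17, limma adjusted p = 0.0087). Among the Mef2C controls, the paper's methods list a genotype written as Cx3cr1^CreER+/+, that is, with Cre on both copies of *Cx3cr1*. The genotype of each sample at the *Cx3cr1* locus is not in the labels, a mislabelled sample was not excluded, and no groups were formed from these values.

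The difference of the AAV-IFNβ effect between the genotypes was tested as an interaction. It passed for 9 genes at the adjusted threshold, 3 higher and 6 lower, and the median difference of the IFN-I list was −1.41, with all 44 genes lower (camera adjusted p = 5.74e-04). *Mrc1*, *Tmem176a* and *Tmem176b* had differences of 2.04, 1.25 and 1.11, and *Oasl1*, *Ly6a* and *Slfn5* of −3.20, −2.87 and −2.18 on the log2 scale (limma adjusted p from 0.013 to 0.041). With a random assignment of the viruses within each genotype, 2 of 100 splits, the real one included, gave as many genes, and 4 of 100 gave a median of the list as large in absolute value. With the genotypes assigned at random within each virus group the numbers were 1 and 20 of 100 splits, but these mix genotypes whose list already differs with AAV-CTRL, so they do not test the interaction and nothing was drawn from them. The effect of AAV-IFNβ in mic-IFNAR-CTRL itself was reached by 1 of the 56 splits of its 8 samples, the real one, both for the number of genes and for the median of the list. In mic-IFNAR-KO the real split alone of 100 gave as many genes, and 29 of 100 gave a median of the list as large in absolute value. In mic-IFNAR-CTRL the medians of the list per sample did not overlap between the viruses (8.43 to 9.23 with AAV-CTRL, mean 8.89, and 9.62 to 10.6 with AAV-IFNβ, mean 10.2). In mic-IFNAR-KO they did (6.42 to 7.86 and 6.76 to 7.27). The number of genes was 0 without mic-IFNAR-CTRL AAV-CTRL sample 1, where 368 passed the unadjusted threshold. Rescaling of all genes did not remove it (15 genes, 3 higher and 12 lower). The loss of the receptor in microglia, the biological difference that the design names, stays open, as does the small number of control samples.

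The paper does not report the 5 genes that rose with AAV-IFNβ in mic-IFNAR-KO (*Cst7*, *Cxcl13*, *Gbp2*, *Ccr1* and *Cxcl9*). T or NK cells in the samples were argued against, since the summed values of 7 of their genes were 32.5 ± 19.0 with AAV-IFNβ and 33.0 ± 20.6 with AAV-CTRL (SD, n = 7 each; log2 ratio −0.015), far below the rise of *Cst7* from 179 to 897. A response to type II interferon stays open. The median log2 fold change of its list, which holds none of the 5 genes, was 0.14 (camera unadjusted p = 0.461), and members went both ways. The difference of these genes' response from that in mic-IFNAR-CTRL did not pass (limma adjusted p = 0.053 for *Cst7*).

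In mice with AAV-CTRL, 31 genes differed between mic-IFNAR-KO and mic-IFNAR-CTRL, all lower in mic-IFNAR-KO, a comparison that the paper does not report. Of these, 19 belong to the IFN-I list, whose median was −1.32 with 0 of 44 genes higher. *Rtp4*, *Usp18* and *Ifitm3* had log2 fold changes of −2.87, −2.77 and −2.60 (limma adjusted p = 6.59e-04, 0.0045 and 0.0081). Of 100 splits of the 10 samples, the real one alone gave as many genes, and 3 gave a median of the list as large in absolute value. With rescaling by median-ratio size factors 18 genes passed, and edgeR on the recovered reads called 50. The loss of the receptor and the loss of a copy of *Cx3cr1* come together in these mice and cannot be told apart by this comparison. The IFN-I list was lower in Mef2C-KO too (median −0.38), and an effect shared by both Cre lines stays open for that shift, because the receptor is deleted in the mic-IFNAR line.

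*Ngp*, which the paper does not discuss, had a log2 fold change of 5.40 in ageing. Neutrophils in the aged samples may explain it. The summed values of the other 7 neutrophil genes were higher in all 3 aged samples, 541 ± 369 against 19.0 ± 9.05 (SD, n = 3 each; log2 ratio 4.25), and the exact permutation test gave p = 0.1, the smallest that 3 against 3 allow. *Ngp* was chosen for this test from the same samples, and a difference of age in the microglia themselves was not tested for this gene.

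*Epx* and *Prg2*, not discussed in the paper, had log2 fold changes of 5.32 and 5.33 after blockade at day 14. Eosinophils in the anti-IFNAR samples may explain them. The summed values of 6 other genes of these cells were 101.6 ± 14.4 with anti-IFNAR and 13.3 ± 10.2 with IgG (SD, n = 2 each; log2 ratio 2.26). At day 7 the same sum went the other way, 97.5 ± 38.7 with anti-IFNAR and 227 ± 85.1 with IgG (SD, n = 2 each; log2 ratio −1.14). At day 2 it was 0 in both groups. With 2 samples per group at day 14, an effect of the antibody on such cells and a difference between single mice cannot be separated.

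In 4 of the 10 Mef2C libraries, 2 of each genotype, *Xist* was above 1000, while it reached at most 159.5 in the other 6 and 34.7 in the mic-IFNAR experiment. The summed values of *Ddx3y*, *Eif2s3y*, *Kdm5d* and *Uty* were at most 43.6 in these 4 and at least 740.5 in the other 6. These values suggest that the 4 libraries come from female mice. Cells of both sexes mixed in a library were argued against, since no library held both *Xist* and the Y genes at a middle level. With *Xist* as a covariate, an alternative chosen after seeing the data, 12 genes passed in Mef2C-KO, among them the 8 genes called without it.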

How the results depend on the processing

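The alternatives were set before the data were examined, except the t-test on log2(value + 1), the covariate for *Xist*, *Ifit1* in place of *Irf7* and the 8 mic-IFNAR-CTRL samples added to the correlation of *Mef2c* and *Ifit1*, which were chosen after seeing the data. Over 180 results, 2983 values were computed under alternatives. Of these, 2362 kept their direction and their side of the threshold (or, for counts, stayed within 1.5 times), 248 no longer passed the threshold, 55 passed it only there, 62 reversed, and the rest, counts or values without a test, moved further. For the log2 fold changes of 98 single genes, 782 values were computed under alternatives other than leaving out a sample: 671 kept direction and side, 87 became weaker, 22 stronger and 2 reversed. In the fits that each left out one sample, 723 of 891 such values kept direction and side, 132 became weaker, 8 stronger and 18 reversed. The edgeR test was not run on the ageing, blockade and AAV experiments, for which whole reads were not used. The 2 mice with a wild-type strain label belong to the mic-IFNAR-CTRL groups with AAV-CTRL and with AAV-IFNβ. Leaving them out could not be run, since the columns cannot be assigned to mice. The t-tests and the fit of the compared groups alone do not apply to the interaction. Unless stated otherwise, the cause of a change was not tested.

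The overlaps of genes higher in ageing with genes lower after blockade passed under all alternatives run and in the fits that each left out a sample, with ratios in those fits of 1.74 to 2.95 at day 2, 2.76 to 3.81 at day 7 and 5.76 to 7.19 at day 14, and so did the overlap of genes higher in ageing with genes higher with AAV-IFNβ (3.43 to 4.46). These fits left out an aged or young sample of the ageing experiment (6 fits), and for day 2 and AAV-IFNβ also an anti-IFNAR or AAV-IFNβ sample (3 fits each). No IgG or AAV-CTRL sample and no anti-IFNAR sample of day 7 or day 14 was left out for these overlaps. The median of the IFN-I list kept direction and side for AAV-IFNβ in young mice (0.96 to 1.02 without single samples), for AAV-IFNβ in mic-IFNAR-CTRL (1.15 to 1.56) and in mic-IFNAR-KO (−0.30 to −0.092, not past the threshold), for the interaction (−1.61 to −1.25) and for mic-IFNAR-KO against mic-IFNAR-CTRL (−1.71 to −1.18). So did the correlations of *Mef2c* with *Ifit1*, of *Mef2c* with *Isg15* in both genotypes, of *Mef2c* with *Irf7* in mic-IFNAR-CTRL and of *Irf7* with *C4b*. The rho of the effects in both Cre lines across genes stayed near 0 and changed sign (−0.022 to 0.053 without single samples, with no test). With 1 in place of 10 before the logarithm, no answer to a comparison changed.

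Without the filter on the mean, more genes were tested, and the counts were 1132 in ageing, 1555 for genes changed after IFNAR blockade, day 2, 1095 at day 7, 260 at day 14 and 872 for AAV-IFNβ. At the adjusted threshold, where more genes tested raise the adjusted p, mic-IFNAR-KO differed from mic-IFNAR-CTRL in 17 genes and Mef2C-KO from Mef2C-CTRL in 1. The IFN-I list in Mef2C-KO had a median of −0.48 (camera unadjusted p = 0.053). Genes lower in ageing and higher at day 7 had a ratio of 1.37 (exact p = 0.070), the 2 overlaps of the same direction at day 14 changed sides of 1, to 0.889 (higher in both) and 1.36 (lower in both), and genes higher in ageing had a median of −0.10 at day 14 (camera unadjusted p = 0.090). For AAV-IFNβ, genes higher in ageing and lower with the virus had a ratio of 1.12, genes lower in both 2.32 (exact p = 1.61e-04), and genes higher in ageing a median of 0.20 (camera unadjusted p = 0.033). With the higher limit on the mean, fewer genes were tested, and the counts were 473 at day 2, 2 in mic-IFNAR-KO and 13 in Mef2C-KO. Genes lower in ageing and higher at day 14 had a ratio of 1.44 (exact p = 0.409), and genes lower in ageing a median of −0.035 with AAV-IFNβ.

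With 50 in place of 10 before the logarithm, 72 genes passed in mic-IFNAR-CTRL, 8 in mic-IFNAR-KO, 47 in the interaction and 21 in Mef2C-KO. Genes lower both in ageing and with AAV-IFNβ had a ratio of 1.83 (exact p = 0.020), and genes lower in ageing had a median of −0.013 with AAV-IFNβ. With edgeR on the recovered reads, 99 genes passed in mic-IFNAR-CTRL, 8 in mic-IFNAR-KO, 47 in the interaction, 50 between mic-IFNAR-KO and mic-IFNAR-CTRL and 75 in Mef2C-KO, where *Cx3cr1* had a log2 fold change of −0.42. After rescaling by median-ratio size factors, 15 genes passed in the interaction (3 higher and 12 lower, against 3 and 6 without rescaling) and 18 between mic-IFNAR-KO and mic-IFNAR-CTRL. Rescaling shifted the median of all genes by more than 0.1 on the log2 scale in the interaction alone. Genes higher in ageing then had medians of −0.24 at day 2 (camera unadjusted p = 0.022), −0.19 at day 7 (0.047) and 0.14 with AAV-IFNβ (0.034), genes lower in ageing had 0.22 at day 7 (camera unadjusted p = 0.022), and the median log2 fold change of genes lower in ageing, changed by AAV-IFNb, was −0.0017. The ratios were 0.936 for genes higher and 1.08 for genes lower both in ageing and at day 14, and 1.71 for genes lower both in ageing and with AAV-IFNβ (exact p = 0.048).

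With the t-test of the paper's methods on the deposited values, 324 genes passed at day 2 and 402 at day 14, and with the t-test on log2 values 283 and 416. At the adjusted threshold both t-tests called 0 genes by AAV-IFNβ in mic-IFNAR-CTRL, 0 between mic-IFNAR-KO and mic-IFNAR-CTRL and 0 in Mef2C-KO, while 549, 363 and 582 genes passed the unadjusted threshold on deposited values and 529, 336 and 582 on log2 values. With the t-test on deposited values, the value recorded for *Cx3cr1* in Mef2C-KO was −0.21 in place of 0.21. Its size is that of limma's log2 fold change, and its sign is that of the difference of the mean deposited values, lower in Mef2C-KO. It is not the log2 ratio of those means. On deposited values the ratio for genes higher both in ageing and at day 2 was 1.09. For the overlap of ageing genes with genes changed after IFNAR blockade, day 2: lower in ageing and higher in the other, it was 1.85 on deposited values (exact p = 0.066) and 1.61 on log2 values (exact p = 0.106). For the overlap of ageing genes with genes changed after IFNAR blockade, day 14: lower in ageing and higher in the other, it was 1.16 (exact p = 0.336) and 1.34 (exact p = 0.163), and for genes higher both in ageing and at day 14 it was 0.455 and 0.523. For the overlap of ageing genes with genes changed by AAV-IFNb: lower in ageing and lower in the other, it was 2.39 (exact p = 7.70e-05) and 1.79 (exact p = 0.024). The t-test on log2(value + 1) with a mean above 128 in either group, chosen after seeing the data, gave 296 genes changed after IFNAR blockade, day 2, and 446 at day 14, and at day 2 it gave 445, 275 and 305 genes without anti-IFNAR sample 1, 2 or 3.

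With the compared groups fitted alone, so that other groups no longer enter the estimate of the spread, 228 genes passed at day 2, 464 at day 14 and 14 between mic-IFNAR-KO and mic-IFNAR-CTRL at the adjusted threshold. The IFN-I list at day 14 had a median of −0.34 (camera unadjusted p = 0.035), genes higher in ageing had −0.13 (camera unadjusted p = 0.084), and the ratios were 1.08 for genes higher both in ageing and at day 2, 1.18 for genes lower both in ageing and at day 14, and 0.801 for the overlap of ageing genes with genes changed after IFNAR blockade, day 14: higher in ageing and higher in the other. With fry in place of camera, the unadjusted p was 0.010 for genes higher in ageing at day 2 (median −0.30), 0.157 at day 14 (−0.13) and 0.047 with AAV-IFNβ (0.17), and 0.023 for genes lower in ageing at day 7 (0.30). With the replicate number as a block, the IFN-I list had a median of 0.58 in ageing (camera unadjusted p = 0.108), and the median log2 fold change of the IFN-I gene list, changed after IFNAR blockade, day 2, was −0.98 (camera unadjusted p = 0.079). The block also gave ratios of 1.01 for genes lower both in ageing and at day 2, 1.27 for genes lower both in ageing and at day 14 and, with AAV-IFNβ, 1.20 (higher in ageing, lower with the virus), 1.09 (lower, higher) and 2.57 (lower in both, exact p = 0.0015). Genes lower in ageing had a median of −0.10 at day 2 with the block. The deviations of samples that share a number correlated by −0.016 to 0.055, and by 0.21 at day 7, so the numbers do not pair the samples and the block removes degrees of freedom.

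The correlation of *Mef2c* with *Irf7* in mic-IFNAR-KO, near 0, changed sign with Spearman's rho (0.064), with log2 values (0.020) and without the 2 samples farthest from the median (0.15), as did *Mef2c* with *Ifit1* in place of *Irf7* (0.10, chosen after seeing the data). With values centred within each group, r of *Irf7* with *B2m* was 0.34 (permutation p = 0.487) and did not pass.

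In the fits that each left out one sample, the counts were 489 to 603 in ageing, 917 to 1115 at day 2 and 386 to 485 for AAV-IFNβ. At the adjusted threshold they were 0 to 50 for AAV-IFNβ in mic-IFNAR-CTRL (0 without AAV-CTRL sample 1, where 384 passed the unadjusted threshold), 3 to 6 in mic-IFNAR-KO, 0 to 16 for the interaction (0 without mic-IFNAR-CTRL AAV-CTRL sample 1, where 368 passed the unadjusted threshold), 7 to 47 between mic-IFNAR-KO and mic-IFNAR-CTRL (7 without mic-IFNAR-CTRL AAV-CTRL sample 3, 47 without mic-IFNAR-KO AAV-CTRL sample 2) and 0 to 25 in Mef2C-KO. For Mef2C-KO the count was 0 without Mef2C-CTRL sample 1, 3 or 4 or Mef2C-KO sample 1, 3 or 5, and the corresponding numbers of genes changed in Mef2C-KO, unadjusted p, were 609, 518, 557, 551, 562 and 540. The median of the IFN-I list was 0.47 to 0.62 in ageing, −1.15 to −0.86 at day 2, −0.62 (without IgG sample 1) to 0.31 (without IgG sample 2) at day 7, −0.39 to −0.27 at day 14 and −0.55 to −0.33 in Mef2C-KO. In 3 of 6 such fits for ageing, 3 for day 2 and 6 of 10 for Mef2C-KO, camera's p for the list was above 0.05.

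Genes higher in ageing had medians of −0.36 to −0.19 at day 2, −0.16 to −0.084 at day 7, −0.16 to −0.086 at day 14 and 0.094 to 0.25 with AAV-IFNβ in these fits, and genes lower in ageing −0.082 to 0.16, 0.20 to 0.32, 0.075 to 0.12 and −0.015 to 0.023. The overlap ratios of genes lower in ageing and higher after blockade were 1.48 to 2.48 at day 2 (1.48 without aged sample 1), 1.06 to 2.49 at day 7 (1.06 without aged sample 3) and 5.04 to 5.90 at day 14. Those of genes higher in both were 0.550 to 0.923, 0.418 to 0.737 and 0.558 to 1.30, and of genes lower in both 0.668 to 1.04, 0.173 to 0.348 and 0 to 1.20. With AAV-IFNβ they were 0.675 to 1.39 for genes higher in ageing and lower with the virus, 0.480 to 1.16 for genes lower in ageing and higher with the virus and 1.65 to 2.38 for genes lower in both. Among single genes, the sign changed for *B2m* in ageing (−0.12 to 0.48), *Irf7* by AAV-IFNβ in mic-IFNAR-KO (−0.54 to 0.12), *B2m* in the interaction (−0.090 to 0.080), *Ifnar1* and *Apoe* between mic-IFNAR-KO and mic-IFNAR-CTRL (−0.10 to 0.28 and −0.049 to 0.46) and *Cx3cr1* in Mef2C-KO (−0.37 to 0.71).

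In simulated data of the same depths and group sizes, limma at the adjusted threshold recovered 44% of the changed genes at day 7 and 41.5% at day 14 of the blockade, where each group holds 2 samples, against 85% in ageing and 79% in Mef2C-KO. The counts of the blockade therefore leave out many changes of the simulated sizes, and the count of 0 at day 7, where 577 genes passed the unadjusted threshold, does not show that no gene changed.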

Differences from the paper's values

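The counts of genes in ageing (347 higher, 276 lower) and by AAV-IFNβ (367 higher, 177 lower) were within 1.5 times of the paper's. Of the 6 counts after blockade, those of genes higher at day 2 (269) and lower at day 7 were also within 1.5 times, and the other 4 differed. At day 2, 493 genes were lower against the paper's 199. The t-test on deposited values (229), the t-test on log2 values (160) and the compared groups fitted alone (145) closed the gap, and the other 9 alternatives set before the data were examined did not. Under those same settings the genes higher at day 2 numbered 95, 123 and 83 against the paper's 216. No alternative therefore met both counts of day 2. At day 7, 401 genes were higher against the paper's 198, and none of the 9 alternatives closed the gap. At day 14, 33 genes were higher against the paper's 318, and 62 lower against the paper's 200. For the genes higher, the t-tests (227 on deposited and 234 on log2 values) and the groups fitted alone (230.0) closed the gap and the other 6 alternatives did not. For the genes lower, the same settings (175, 182 and 234) and the fit without the filter on the mean (154) did, and the other 5 did not.

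The p of the overlap of genes higher in ageing and lower after blockade was 1.14e-10 at day 2 against the paper's 3.2E-12, with the gap closed without aged sample 1 (2.50e-12) and by none of the other 17 alternatives. At day 14 it was 6.01e-08 against the paper's 2.6E-05, and for genes lower in ageing and higher at day 7 it was 4.47e-05 against the paper's 0.0001, with none of the 15 alternatives closing either gap. For genes higher both in ageing and with AAV-IFNβ the p was 8.39e-21 against the paper's 0.0008, and none of the 17 alternatives closed the gap. For genes lower in both it was 0.0851 against the paper's 0.0011, with the replicate block (0.0015) and the fit without young sample 3 (0.0010) closing the gap and the other 15 not doing so.

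The fraction of the ageing genes moved, with the paper's values read by eye, was 0.177 against the paper's about 0.10 in Fig. 1d at day 2. At day 14 it was 0.0433 against the paper's about 0.067 in Fig. 1d and at day 7 it was 0.146 against the paper's about 0.069 in Fig. 1e. It was 0.2095 for genes higher both in ageing and with AAV-IFNβ against about 0.067 in Fig. 2d. At day 2 both t-tests (0.115 and 0.0842) and the groups fitted alone (0.0929) closed the gap, and the other 15 alternatives did not. At day 14, 12 of the 15 alternatives did (0.0473 to 0.0632), and no filter on the mean, the groups fitted alone and the fit without aged sample 3 did not. At day 7 no filter on the mean (0.0649), both t-tests (0.0802 and 0.0846) and the fit without aged sample 3 (0.0751) did, and the other 11 did not. For AAV-IFNβ none of the 17 alternatives closed the gap.

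The r of *Mef2c* with *Ifit1* over the samples of Supplementary Datasets 1 to 3 was −0.72 against the paper's −0.615, and none of the 5 alternatives set before the data were examined closed the gap. With the 8 mic-IFNAR-CTRL samples added, which makes the 34 samples of the legend and was chosen after seeing the values, r was −0.615, which closed the gap. In mic-IFNAR-CTRL the two-sided p was 0.0726 for *Mef2c* with *Irf7* against the paper's about 0.035 in Fig. 4d, and 0.0729 with *Isg15* against about 0.034 in Fig. 4d, where none of the 5 alternatives closed either gap. One-sided, computed after seeing the values, they were 0.051 and 0.057. For mic-IFNAR-KO 14 samples were used here, more than the legend of Fig. 4e gives. The R squared of *Mef2c* with *Irf7* in mic-IFNAR-KO was 0.00428 against the paper's about 0.009 in Fig. 4e, and its p was 0.822 against about 0.37 in Fig. 4e. None of the 5 alternatives closed these gaps. With *Ifit1* in place of *Irf7*, chosen after seeing the values, R squared was 0.00933 and the p 0.755.

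The legend of Fig. 4 gives 5 samples per group. The deposited tables hold 3 young and 3 aged samples against the paper's 5 in Fig. 4a, and 2 samples with AAV-CTRL and 3 with AAV-IFNβ against the paper's 5 in Fig. 4b. The mean depth implied by the values, with the common total taken as 10 M reads, was 1.784 M reads per sample against the paper's 4 M. Whether the step counts reads before or after copies of a molecule were removed is not known, so these 2 numbers need not count the same reads. No alternative applies to the values of this paragraph.

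A search after seeing the values, over 2600 settings of the t-test (the groups compared, a sample left out, the constant added before the logarithm and the limit on the values), looked for the lengths of the paper's 5 pairs of gene lists. In 16 settings both lengths of a list were met, in either order. Pairs of a setting and a list that matched within 2 genes numbered 31, and some settings stood in several pairs. Some of the matches were for comparisons other than the one listed. With log2(value + 1) and any sample above 128, the genes of ageing numbered 356 higher and 318 lower, the lengths the paper states. With log2(value + 1) and a mean above 128 in either group, day 7 gave 318 and 200.0, which the paper lists for day 14, and day 14 gave 248 and 198, which it lists for AAV-IFNβ. Day 2 without anti-IFNAR sample 1 gave 198 and 247, which it lists for day 7, and AAV-IFNβ without AAV-IFNβ sample 1 gave 216 and 199, which it lists for day 2. Under these settings the fractions of the ageing genes moved were 0.101 at day 2 (exact p = 2.66e-10), 0.0692 at day 7 (exact p = 0.026), 0.0674 at day 14 (exact p = 1.34e-05), and 0.0674 (higher in both, exact p = 7.62e-05) and 0.0629 (lower in both, exact p = 4.83e-04) with AAV-IFNβ.

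The paper labels *Cx3cr1* as lower in ageing, and its log2 fold change of −0.30 did not pass here (limma unadjusted p = 0.084), while the t-test called it on deposited values (unadjusted p = 0.041), on log2 values (unadjusted p = 0.032) and on log2(value + 1), the setting chosen after seeing the values (unadjusted p = 0.032). *Ifit1* and *C4b*, labelled or named as higher in ageing, were below the filter on the mean and not tested here. They were called without the filter (log2 fold changes 1.29 and 2.34, limma unadjusted p = 0.0020 and 0.0018) and by the t-test on log2(value + 1), chosen after seeing the values (unadjusted p = 0.015 and 0.024). The paper also states that *Ccl2* and *Il1b* are overexpressed in aged microglia (Supplementary Fig. 2b). *Ccl2*, at 327 ± 58.4 against 251.5 ± 125 (SD, 3 aged and 3 young samples), had a log2 fold change of 0.50 here (limma unadjusted p = 0.195) and passed under none of the 10 settings run for it. *Il1b*, at 191 ± 59.8 against 59.4 ± 27.6 (SD, 3 samples each), was below the filter and was called without it (1.58, limma unadjusted p = 0.0023) and by the t-test on log2(value + 1), chosen after seeing the values (unadjusted p = 0.022). The paper names *B2m* as induced by the ageing brain, and its log2 fold change was 0.16 in ageing (limma unadjusted p = 0.576), which passed without young sample 1 (0.48, unadjusted p = 0.036). *Isg15*, drawn as lower at day 14, had −0.94 (limma unadjusted p = 0.151) and was called by the t-tests on deposited values (unadjusted p = 0.029), log2 values (unadjusted p = 0.036) and log2(value + 1) (unadjusted p = 0.037, chosen after seeing the values), and with the groups fitted alone (unadjusted p = 0.0035). *Mef2c*, drawn as lower with AAV-IFNβ, did not pass with limma (−0.44, unadjusted p = 0.084) and did with the t-test on deposited values (unadjusted p = 0.042). *B2m*, stated as higher with IFN-β, had 0.50 in the young mice with AAV-IFNβ (limma unadjusted p = 0.052) and was called with 50 added before the logarithm (unadjusted p = 0.039), with the higher limit on the mean (unadjusted p = 0.033) and by the t-tests on deposited values (unadjusted p = 0.028), log2 values (unadjusted p = 0.031) and log2(value + 1) (unadjusted p = 0.031, chosen after seeing the values). The paper states that mice of a single sex, male, were used, and 4 of the Mef2C libraries held *Xist* above 1000.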

Other observations

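The tests of neutrophils for *Slpi* and of an effect of both Cre lines on the IFN-I list were chosen only after the result was seen.

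The number of genes in ageing was reached by 1 of the 10 splits of the 6 samples into groups of 3, the real one, and so was the median of the IFN-I list in ageing. For AAV-IFNβ, 1 of the 10 splits of the 5 samples, the real one, gave as large a ratio for the overlap of genes higher in both. With 10 splits the share cannot fall below 1 in 10, so these designs cannot exclude a grouping by chance. In Mef2C-KO, the real split alone of 100 gave as many genes, and 4 of 100 gave a median of the IFN-I list as large in absolute value.

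Without the shallow anti-IFNAR sample 1 of day 2, 917 genes passed the unadjusted threshold in place of 762. Leaving out any of the 3 anti-IFNAR samples raised this count (917 to 1115), so it cannot show whether the shallow sample contributed to it. The split moved from 269 higher and 493 lower to 417 and 500 without that sample. *Slpi* fell at day 2, and neutrophils in the IgG samples stay open as a source. The median log2 fold change of the neutrophil list was −0.96, but its summed values overlapped, 2359 ± 3124 (SD, n = 3) with anti-IFNAR and 3263 ± 2632 (SD, n = 2) with IgG (exact permutation p = 0.7).

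*Mrc1* fell with AAV-IFNβ in mic-IFNAR-CTRL. Fewer border-associated macrophages in the samples stay open as an explanation. The summed values of the other genes of their list were 118.9 ± 26.4 (SD, n = 5) with AAV-IFNβ and 316 ± 159 (SD, n = 3) with AAV-CTRL (log2 ratio −1.34, exact permutation p = 0.054), and 1 of these 7 genes had a mean above 128.

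*Gp9* was lower in ageing, with AAV-IFNβ and in Mef2C-KO. A lower level of *Mef2c* as the cause predicts that the other genes lower in Mef2C-KO fall too. Without *Gp9* and the IFN-I list, 244 such genes had a median log2 fold change of −0.059 in ageing (camera unadjusted p = 0.760, 138 genes lower), and 236 had −0.041 with AAV-IFNβ (camera unadjusted p = 0.617, 131 genes lower). The shift was not detectable, and the hypothesis stays open.

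In the Mef2C experiment *Cx3cr1* was 13413 ± 5994 in Mef2C-KO and 17679 ± 15402 in Mef2C-CTRL (SD, n = 5 each; log2 fold change 0.21, SE 0.80). A Cre allele in place of a copy of *Cx3cr1*, which came with a log2 fold change of −0.86 in mic-IFNAR-KO, predicts a fall that these spread values neither show nor exclude. *Ptprc* was 2572 ± 186 in Mef2C-KO and 2070 ± 191 in Mef2C-CTRL, and *Itgam* 4894 ± 694 and 6919 ± 888 (SD, n = 5 each), in both genes without overlap (log2 fold changes 0.31 and −0.50, exact permutation p = 0.0079, the smallest that 5 against 5 can give; limma adjusted p = 0.582 and 0.330). By flow cytometry, the paper reports more of their proteins, CD45 and CD11b, in Mef2C-KO microglia. The RNA of *Ptprc* went the same way as its protein, and that of *Itgam* went the other way. An effect of the Cre allele shared by both lines was argued against as the whole cause of the changes in Mef2C-KO, since the log2 fold changes of 6626 genes in both lines had a rho of 0.014. In part it stays open, because 29 genes were lower in both at the unadjusted threshold against 11.9 expected (hypergeometric test, Fisher's exact p = 6.32e-06), and 2 were higher in both against 3.03 expected. Genes of the IFN-I list may be among the 29, and in the mic-IFNAR line the receptor is deleted. Of the list, 15 genes passed the unadjusted threshold in Mef2C-KO and 43 did in mic-IFNAR-KO with AAV-CTRL.

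The Mef2C-KO libraries hold fewer reads, and depth stays open as a cause of their lower IFN-I list. On recovered reads, which carry the depth, edgeR gave a median of −0.43. Within groups the list was higher in deeper libraries, the direction that an effect of depth predicts, though not detectably (r = 0.34, permutation p = 0.375). An effect of the Cre allele on the list cannot be told apart from the loss of the receptor in the mic-IFNAR line, where the median was −1.32.

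*Ccl5* and *Tnf*, which the paper states are overexpressed in aged microglia, were 485 ± 140 and 194 ± 55.4 in aged and 218 ± 114 and 69.7 ± 30.9 in young samples (SD, n = 3 each; log2 fold changes 1.19 and 1.39, limma unadjusted p = 0.0042 and 8.27e-04, adjusted p = 0.223 and 0.088).

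*Irf7* was listed at 0 in all samples of the ageing, blockade and AAV experiments, so its relations could be computed in the mic-IFNAR and Mef2C experiments alone. At day 7 of the blockade *Mef2c* had a log2 fold change of 0.81 (unadjusted p = 0.034 from limma; 0.39 without IgG sample 1 and 1.24 without IgG sample 2), and *Cx3cr1* and *Gp9* of 0.87 and 1.54. The number of genes at the adjusted threshold there was 0, where 577 passed the unadjusted one.

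The 13 marker lists (91 genes) were summed in 9 comparisons each, and 3 of 117 exact tests were under 0.05, all in the mic-IFNAR experiment, and none after adjustment over the 117 (smallest adjusted p 0.585). In ageing, the blockade and AAV-IFNβ in young mice an exact p cannot fall below 0.1, so in these 5 comparisons no list could pass and the count says nothing about them. Of 32 camera tests 2 were under 0.05 and none after adjustment (smallest adjusted p 0.168): the type II interferon list in ageing (median 0.82, unadjusted p = 0.0054) and the neutrophil list by AAV-IFNβ in mic-IFNAR-KO (median −2.20, unadjusted p = 0.011). The log2 ratios of the sums ran from −2.89 to 5.63 for neutrophils, −2.05 to 1.29 for monocytes, −1.49 to 0.82 for border-associated macrophages, −0.20 to 3.03 for erythroid cells, −3.59 to 1.86 for T or NK cells, −0.39 to 0.61 for B cells, −0.10 to 2.23 for oligodendrocytes, −0.64 to 1.97 for astrocytes, −0.51 to 2.46 for neurons, −0.83 to 0.56 for endothelium, −3.48 to 2.00 for choroid plexus, −1.14 to 2.26 for eosinophils and −0.96 to 1.08 for type II interferon. At most 7 of the 8 neutrophil genes and 10 of the 12 type II interferon genes had a mean above 128 in these microglia.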
